# INDUCER OF CBF EXPRESSION 1 is a male fertility regulator impacting anther dehydration in *Arabidopsis*

**DOI:** 10.1371/journal.pgen.1007695

**Published:** 2018-10-04

**Authors:** Donghui Wei, Mingjia Liu, Hu Chen, Ye Zheng, Yuxiao Liu, Xi Wang, Shuhua Yang, Mingqi Zhou, Juan Lin

## Abstract

INDUCER OF CBF EXPRESSION 1 (ICE1) encodes a MYC-like basic helix-loop-helix (bHLH) transcription factor playing a critical role in plant responses to chilling and freezing stresses and leaf stomata development. However, no information connecting ICE1 and reproductive development has been reported. In this study, we show that ICE1 controls plant male fertility via impacting anther dehydration. The loss-of-function mutation in *ICE1* gene in *Arabidopsis* caused anther indehiscence and decreased pollen viability as well as germination rate. Further analysis revealed that the anthers in the mutant of *ICE1* (*ice1-2*) had the structure of stomium, though the epidermis did not shrink to dehisce. The anther indehiscence and influenced pollen viability as well as germination in *ice1-2* were due to abnormal anther dehydration, for most of anthers dehisced with drought treatment and pollen grains from those dehydrated anthers had similar viability and germination rates compared with wild type. Accordingly, the sterility of *ice1-2* could be rescued by ambient dehydration treatments. Likewise, the stomatal differentiation of *ice1-2* anther epidermis was disrupted in a different manner compared with that in leaves. ICE1 specifically bound to MYC-recognition elements in the promoter of *FAMA*, a key regulator of guard cell differentiation, to activate *FAMA* expression. Transcriptome profiling in the anther tissues further exhibited ICE1-modulated genes associated with water transport and ion exchange in the anther. Together, this work reveals the key role of ICE1 in male fertility control and establishes a regulatory network mediated by ICE1 for stomata development and water movement in the anther.

## Author summary

INDUCER OF CBF EXPRESSION 1 (ICE1) is a basic helix-loop-helix transcription factor playing multiple roles in *Arabidopsis*. It was initially identified as the activator of C-Repeat Binding Factor 3 (CBF3), a core modulator triggering cold acclimation. ICE1 also activates Flowering Locus C (FLC), a major repressor of floral transition, to delay flowering under fluctuating environmental stimuli. In normal conditions, ICE1 participates in control of stomatal development in leaves and endosperm breakdown in seeds. Here we describe a role of ICE1 in male fertility development of *Arabidopsis*. We provide evidence that ICE1 controls stomatal differentiation in the anther epidermis and thereby anther dehiscence and pollen viability as well as germination. Consequently, fertility of *ice1* mutant can be rescued by ambient dehydration. ICE1 regulates *FAMA*, one key regulator of guard cell differentiation, through direct binding to MYC-recognition elements in *FAMA* promoter. Moreover, we perform transcriptomic analysis using anther tissues and identify ICE1-regulated genes involved in water transport. These findings reveal a novel role of ICE1 in male fertility regulation through affecting water movement in the anther, which deepens our understanding of coordination between plant development and stress response, and potentially contributes to the pollination controls in crop breeding.

## Introduction

The stamen is the male reproductive organ of flowering plants and at a gross level comprises the filament and the anther [1, 2]. The late phase of stamen development including filament elongation, anther dehiscence, and pollen maturation, is an essential process in which mature pollen grains are released from locules in the dehiscent anthers, thus enabling pollination and fertilization [3]. Successful fertilization relies on the production and effective release of viable pollen [4]. Failure of anther opening (dehiscence) results in male sterility, although the pollen itself can be fully functional [5]. Anther dehiscence is a complex process involving multiple aspects, such as cellular differentiation and degradation, combined with tissue structure alteration as well as dehydration in anthers, which are also regulated by phytohormones [5–6]. A variety of mutants with disturbed anther development in the late stages have been identified in *Arabidopsis* and the corresponding genes are characterized. The genes characterized so far are categorized into two major functional groups. One is a set of regulators controlling anther structure dynamics including the anther cell layers formation (*e*.*g*., middle layer [6], tapetum [5], septum [7] and stomium [8–11]), secondary thickening in the endothecium [12–20], programmed cell death in sporophyte tissues of anthers (*e*.*g*., tapetum, septum and stomium) [4, 21], and cell wall degradation (*e*.*g*., degradation of cell wall components, such as cellulose, hemicellulose and pectin, in anther dehiscence zones catalyzed by cell wall-degrading enzymes) [22]. The other group includes genes affecting the anther physiological changes, such as water influx [23], ion homeostasis [24, 25] and carbohydrate metabolism [26–28]. Notably, most of the genes belonging to this functional group are closely related to anther dehydration. Young anthers take up water for growth during early developmental stages, while at later stages anthers and pollen undergo dehydration before dehiscence [29, 30]. The dehydration caused by evaporation through stomata and water transport in the vascular bundle promotes pollen grains maturation, anther dehiscence and filament elongation [31–33]. In addition, these two groups of genes are regulated by phytohormones. Studies on jasmonic acid (JA) biosynthetic genes [32–36], JA signaling components including *COI1* [37], *MYC* and *MYB* genes [38–43], and a JA transporter GTR1 [44] have demonstrated that JA plays essential roles in the control of timing of anther dehiscence and pollen maturation. JA positively affects stomium opening [45] and anther dehydration by regulating water transport from anther to filament [32, 46]. Auxin, generally known as a negative regulator of endothecium lignification, also functions essentially at late anther developmental stages [47–54]. Mutants with disrupted auxin biosynthetic genes or auxin responsive transcription factors are deficient in anther dehiscence, pollen maturation or filament elongation [55–58]. During the modulation of stomium opening in anther dehiscence and pollen maturation, auxin negatively controls the biosynthesis of JA [52, 56–59]. Deficiency of genes participating in any of these processes can cause anther indehiscence, which is mediated and coordinated by cell layers development and anther dehydration. In comparison, the studies with respect to genes involved in anther dehydration remain relatively limited.

INDUCER OF CBF EXPRESSION 1 (ICE1), also known as SCREAM (SCRM1), is a MYC-like basic helix-loop-helix (bHLH) transcription factor regulating plant responses to chilling and freezing stress and leaf stomata development in normal conditions. Under cold stress, ICE1 is subjected to cold-activated modification [60–63] and subsequently binds to promoters of *C-REPEAT BINDING FACTOR* (*CBF3*) [64] to enhance cold tolerance. The identified modification of ICE1 protein includes sumoylation and phosphorylation. In cold exposure, a small ubiquitin-related modifier (SUMO) E3 ligase, SAP and Miz 1 (SIZ1), facilitates SUMO conjugation to ICE1 [60] and a protein kinase, OPEN STOMATA 1 (OST1), phosphorylates ICE1 to enhance its stability and transcriptional activity [61]. Meanwhile, mitogen-activated protein kinase 3 and 6 (MPK3/6) also phosphorylates but destabilizes ICE1 in response to cold [62, 63]. ICE1 can be degraded through E3 ubiquitin ligases, high expression of osmotically responsive genes 1 (HOS1) [65] and constitutive photomorphogenic 1 (COP1) [66]. These established a well-characterized regulatory network of ICE1 in low temperature. In ambient temperature, ICE1 directly interacts with three bHLH transcription factors, SPCH, MUTE, and FAMA, to regulate stomatal differentiation in the leaf epidermis [67]. Previous studies also demonstrated that the loss-of-function mutation of *ICE1* caused early-flowering with elevated *Flower Locus C* (*FLC*) gene expression [68] and seed endosperm persistence phenotype that was also observed in the mutant of an endosperm breakdown regulator, ZHOUPI (ZOU) [69]. Thus, ICE1 functions in multiple organs at different developmental stages of plants in responses to environmental variations.

Here, we illuminate a novel role for ICE1 as a male fertility modulator in *Arabidopsis*. In the *ice1* mutant, the anther wall could not shrink to complete a sufficient anther dehiscence and anthers failed to conduct pollen release. Pollen grains from those indehiscent anthers also showed less viability and lower germination rate. Phenotypic and transcriptomic evidences indicate that the deficient anther dehiscence and pollen germination are associated with water movement and dehydration of anther wall due to the impaired stomatal differentiation as well as altered water transport and ion exchange related genes. Our work brings a new member to anther dehiscence regulators and implicates a potential link among the regulation of environmental responses, vegetative growth, floral transition and fertility development.

## Results and discussion

### Loss-of-function mutation of *ICE1* impairs fertility in *Arabidopsis*

In the previously characterized null mutant SALK_003155 in the Columbia (Col-0) background with a T-DNA insertion in the third exon of the *ICE1* gene (Fig 1A) (named as *ice1-2*) [67], we observed reduced fertility (Fig 1B), nevertheless no information with respect to the function of *ICE1* in reproductive development has been reported. The extremely low expression level of *ICE1* was verified in inflorescences of the *ice1-2* (Fig 1C). To investigate the function of *ICE1* gene involved in plant fertility, we generated *ICE1pro*::*ICE1 ice1-2* lines, named as *c-ice1-2*. Complementation of *ICE1* expression and phenotype of reproductive development were confirmed (Fig 1B and 1C). Further characterization revealed that the *ice1-2* developed significantly shorter siliques with fewer seeds in each, while *c-ice1-2* plants showed restored phenotypes (Fig 1D–1F). In addition, *ice1-2* pistils artificially pollinated with Col-0 pollen grains were able to develop into normal siliques, while pollination using *ice1-2* pollen was failed in either Col-0 or *ice1-2* plants (S1A Fig), demonstrating that the mutant is female-fertile. Together, *ICE1* is involved in plant male fertility development and controls seed productivity. Intriguingly, another well characterized mutant *ice2-1/scrm2-1* (SAIL_808_B10) disrupting *ICE2/SCRM2*, the paralog of *ICE1* functioning similarly in cold response and leaf stomata development [70, 71], did not show any phenotype in fertility (S1B Fig), which could be due to functional redundancy or the different roles of ICE1-like transcription factors in developmental regulation.

**Fig 1:**
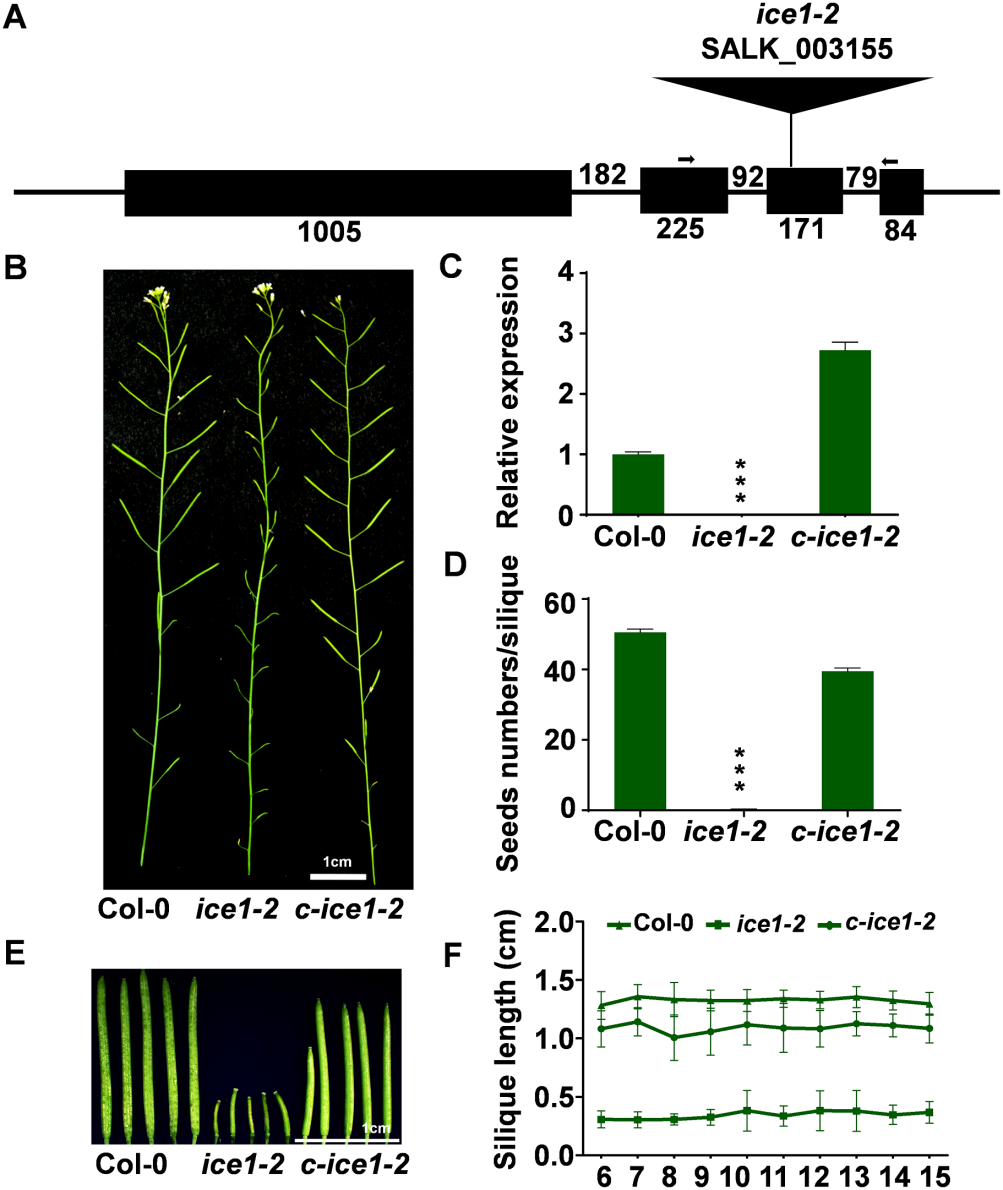
Characterization of the sterile phenotype in *ice1-2*. (A) Structures of the *ICE1* gene in *ice1-2* mutant (SALK_003155). The scaled linear map depicts four exons as boxes and three introns as bold lines between boxes. The positions of qRT-PCR primers (indicated by arrows) and T-DNA insertion are shown. (B) Morphology of reproductive growth of Col-0, *ice1-2* and *c-ice1-2* plants. (C) Relative expression of *ICE1* gene in inflorescences. The *ACTIN2* gene (AT3G18780) was an internal control. SE, n = 3, *** *p* < 0.001. (D) Comparison of seed numbers per silique of each genotype. SE, n = 32, *** *p* < 0.001. (E) Morphology of siliques from Col-0, *ice1-2* and *c-ice1-2* fresh plants. (F) Comparison of silique length of each genotype. SE, n = 14.

### The *ice1* mutant is defective in anther dehiscence

After a closer examination of flower anatomy using scanning electron microscopy (SEM), we observed very few pollen grains around the style or on the stigma in *ice1-2* (S2B Fig) compared with Col-0 (S2A Fig) and *c-ice1-2* (S2C Fig), thus stigmas of *ice1-2* typically were unpollinated. Besides, anthers were only occasionally open while most of them remained indehiscent in *ice1-2*. We then compared the floral development in Col-0, *ice1-2*, and *c-ice1-2* plants using light microscopy across flower development stages [45, 72]. At stage 12, no difference of anther morphology was observed in Col-0, *ice1-2* and *c-ice1-2* (Fig 2Aa, 2Ae and 2Ai). In Col-0 and *c-ice1-2*, anthers started to dehisce at stage 13, with concomitant pollen release from the locules after the full expansion of the stigmatic papilla (stage 13) (Fig 2Ab and 2Aj) and shriveling of the anther epidermis cell wall (stage 14) (Fig 2Ac and 2Ak), followed by initial stages of silique expansion and floral senescence (stage 15) (Fig 2Ad and 2Al) [1]. In contrast, most of *ice1-2* anthers did not dehisce at flower stage 13 and later stages (Fig 2Af–2Ah). Majority of the mutant anthers did not dehisce and release pollen grains until the initiation of floral senescence (stage 15) (Fig 2Ah). Based on the flower developmental series, we quantitatively analyzed the process of anther dehiscence in single inflorescences. The youngest flower with visible petals within a flower cluster was labeled as flower 1 and the next elder flower was labeled as flower 2, and so on [45] (Fig 2B). In Col-0 and *c-ice1-2* plants, more than 95% of anthers had dehisced in flower 3 (5.72 of 6 in Col-0 and 5.87 of 6 in *c-ice1-2*) and elder ones, while the dehisced anther number was significantly lower in *ice1-2* in flowers 3–5 (7.7%, 0.46 of 6 for flower 3). Even in the oldest flower 5 only 27% (1.62 of 6) of anthers were dehisced (Fig 2C). In fact, even for dehisced anthers in *ice1-2*, most of them were still not fully open like that in Col-0. Therefore, *ICE1* is required for dehiscence of anther and the decrease of fertility in *ice1-2* is related to indehiscent anthers. Further characterization of anther adaxial surface using SEM provided a closer insight into this phenotype. At stage 12 of anther development in Col-0 and *c-ice1-2* flowers, the anthers had locules filled with liquid and an indentation (stomium region) in epidermis [72] (Fig 2Da and 2Di). From stages 12 to 13, the dehiscence program was initiated from the apical toward basal parts. A stomium emerged at the apical of anther and the epidermis cells started to shrink (Fig 2Db and 2Dj). The slit on the stomium begins to widen, resulting in release of pollen at stages 14 (Fig 2Dc and 2Dk) and stages 15 (Fig 2Dd and 2Dl). In contrast, in *ice1-2* anthers the stomium slit was visible at stage 13 and stage 14 (Fig 2Df and 2Dg). However, the stomium did not rupture sufficiently even at stage 15 and epidermis cells failed to shrink to release pollen from individual anther locules to the stigma (Fig 2Dh). Hence, the *ice1* mutation disrupts the shrinkage of anther wall and prevent the release of pollen at the proper stage of pollination. Previous studies have shown that failure of anther dehiscence can be elicited by abnormal cell organization and differentiation of anther tissues [4]. The key processes affecting dehiscence include development of cell layers of the anther [6, 73], endothecium secondary thickening [12, 14], degradation of middle layer and tapetum [6, 74], septum breakdown [33, 75–77], and stomium opening [78]. To determine if there was morphological abnormality in the anther tissues, we observed transverse sections of Col-0 and *ice1-2* anthers from the emergence of dehiscence to senescence during stamen development. In both Col-0 and *ice1-2*, tapetum was visible and started to break down at anther developmental stage 10; at stage 11 endothecium started the lignification for secondary thickening, tapetum was degraded, and septum started to break down; at stage 12 the septum was degraded through a programmed cell death-like lysis to form a single locule (S3 Fig). In Col-0, stomium was open and epidermis started to shrink to release pollen grains at stage 13, and epidermis kept shrinking and releasing pollen at stage 14a. Until stage 14b all pollen grains were dispersed. In *ice1-2*, although stomium was ruptured, epidermis did not shrink and pollen grains were still covered inside the locules until stage 14b (S3 Fig). The auramine O staining in both semi-thin sections and fresh anthers at anther stage 13 also showed that no obvious difference was between Col-0 and *ice1-2* for endothecium secondary thickening that was occurred from stage 11 (S4A and S4B Fig). Whereas at stage 14 very few pollen grains were still inside anthers of Col-0 (S4Be Fig), while the *ice1-2* anthers were full of pollen (S4Bf Fig). Taken together, *ICE1* may not influence formation of anther cell layers but regulates epidermis shrinkage at the stage of pollen dispersal.

**Fig 2:**
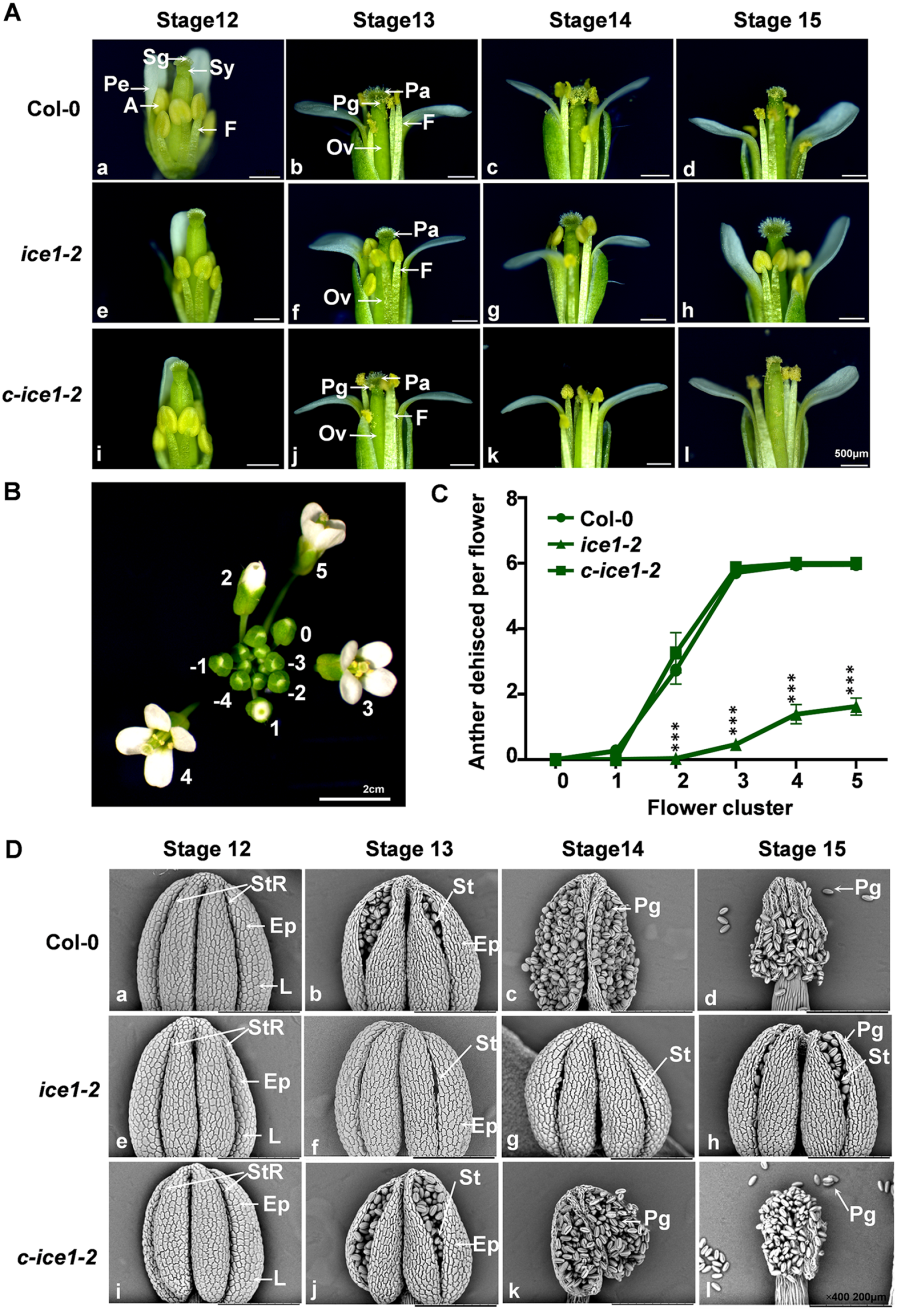
Stamen morphology and anther dehiscence in *ice1-2*. (A) Developmental series of flowers at flower developmental stage 12–15 within a single inflorescence from Col-0, *c-ice1-2* and *ice1-2*. A, anther; F, filament; Ov, ovary; Pa, stigmatic papilla; Sg, stigma; Sy, style; Pe, Petal; Pg, Pollen grain. (B) Flower cluster showing the developmental series used to quantitatively describe anther dehiscence. The number 0 indicates the beginning of flower stage 12; 2 indicates the end of stage 12; 1 (stage 12); 3 (stage 13); 4 (stage 14); 5 (stage 15); -1 (stage 11); -2 (stage 11); -3 (stage 10); -4 (stage 9). (C) The number of dehiscent anthers in plants (SE, n = 15–28 flowers, one inflorescence per plant was used, *** *p* < 0.001). (D) Scanning electron micrographs of the anther adaxial surface from flower stage 12–15. St, stomium; En, epidermis; L, locule, StR, stomium region; Pg, Pollen grain.

Further, the sizes of stamen and pistil tissues were also investigated using light microscopy. The filaments were fully elongated to position the anthers at the height of the stigma at flower developmental stage 14 in Col-0 and *c-ice1-2* (S5Aa and S5Ac Fig). In *ice1-2*, the stamen and style lengths were slightly shorter and the stamen/style length ratio was smaller (S5B and S5C Fig). The reduced elongation of stamen tissues is also commonly observed in mutants interrupting anther dehiscence [4]. But in *ice1-2*, the shorter stamen and pistil may not be the main reason of sterility, since the filaments were able to elongate and allowed anthers to reach stigma (S5Ab Fig).

### The *ice1* mutant shows decreased pollen viability and germination rate

During the dehiscence of the anther, one of the key forces that open the anther comes from the swelling of pollen grains [79]. In mutants such as *apy6/7* [80], *yuc6* [81] and *ams* [82], delay or lack of anther dehiscence is due to abnormal pollen exine formation or absence of pollen. Here, the pollen development in Col-0 and *ice1-2* was examined. Similar with Col-0, *ice1-2* anthers enveloped fully differentiated pollen grains (Fig 3A). The microspores developed into tricellular pollen and the exine structure was normally formed, suggesting an intact meiotic division process and completed trinucleate stage. However, viability of *ice1-2* pollen grains was obviously lower than Col-0 and *c-ice1-2* shown by fluorescein diacetate (FDA) staining (living cell emits blue-green light [40]) at anther stage 13 (Fig 3B and 3C), indicating that the pollen maturation was influenced at the final phase. Moreover, *ice1-2* pollen grains showed a significantly lower *in vitro* germination rate compared with Col-0 at stage 13, and the germination remained poor until stage 15 (Fig 3D). Consistently, the *in vivo* germination capacity determined through pollination on Col-0 pistils also demonstrated that *ice1-2* pollen was deficient in germination (Fig 3E). Most of *ice1-2* anthers were manually opened or enlarged for collection of pollen grains. Interestingly, we noticed that when we selected the small proportion of *ice1-2* anthers with obviously open stomium and pick pollen grains exposed at the stomium area to do the pollination, the germination was rescued at both stage 13 and stage 15 (Fig 3E). Notably, even for those *ice1-2* anthers with open stomium, most of them were still half-dehiscent (Fig 3F). In the *in vitro* germination assay, hundreds of pollen grains including ones exposed at the stomium area and those enveloped inside epidermis were pooled on media. Thus, it was not surprising to see that pollen grains from *ice1-2* anthers possessing open stomium still showed low *in vitro* germination rate, which was higher than typical *ice1-2* anthers though (Fig 3D). Given the fact that pollen structure was intact and pollen grains exposed at the stomium area could germinate in pollination, the impaired pollen viability and germination in *ice1-2* might be related to abnormal anther dehiscence and dehydration.

**Fig 3:**
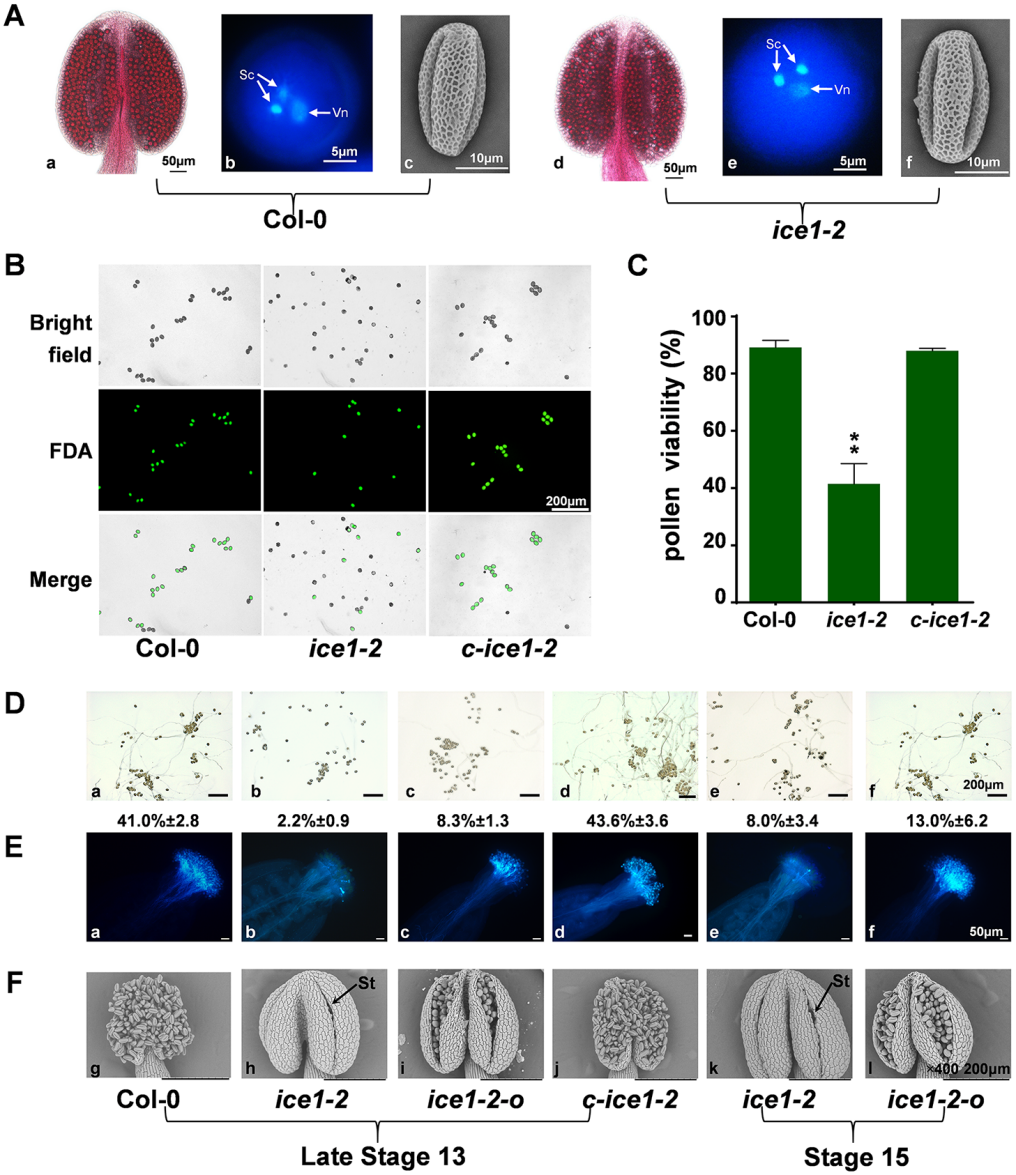
Pollen phenotypes, viability and germination analysis in *ice1-2*. (A) Alexander staining of the anther, DAPI staining of pollen at tricellular stage, scanning electron microscopy (SEM) of pollen grains from Col-0 and *ice1-2*. Vn, vegetative nuclei; Sc, sperm cells. (B) FDA (fluorescein diacetate) staining of pollen from Col-0, *ice1-2* and *c-ice1-2* at flower stage 13. (C) Comparison of viability of pollen from Col-0, *ice1-2* and *c-ice1-2*. SE, n = 5, ** *p* < 0.01. (D) The *in vitro* germination of pollen from Col-0, c*-ice1-2*, *ice1-2* and selected *ice1-2* anthers with obviously open and enlarged stomium (*ice1-2-o*) at flower stages indicated. The germination rates are listed below photographs. SE, n = 3. (E) Aniline blue-stained pistils of Col-0 flowers at 2 h after pollination with pollen from Col-0, c*-ice1-2*, *ice1-2* and *ice1-2-o* at flower stages indicated. (F) Scanning electron micrographs of the anther adaxial surface from Col-0, c*-ice1-2*, *ice1-2* and *ice1-2-o* at flower stages indicated. Arrows indicate the stomium in the *ice1-2* anther. St, stomium.

### The impaired anther dehiscence, pollen viability and pollen germination in *ice1* mutant are due to deficiency in anther dehydration

Water status is critical for development of pollen grains and anthers. Pollen maturation and anther dehiscence are coordinated processes involving water absorbance and dehydration of anther tissues including endothecium and epidermal cells [4, 83]. Desiccation of the anther leading to shrinkage of the outer wall provides the final force for anther opening [31]. During pollen development, pollen water content will decrease to a minimum at maturity before dispersal, and rehydrate after pollination [83]. To confirm whether the defects of anther dehiscence and pollen maturation in *ice1-2* were due to the issue of dehydration, we examined the anther dehiscence rate in different relative humidity (RH) conditions. The 80% RH environment was the normal growth condition of *Arabidopsis* plants and 40% RH was used as the dehydration treatment. The anther dehiscence rates and phenotypes were recorded at flower stage 13 that is the key stage for anther dehiscence and pollination [1]. Under 80% RH Col-0 showed higher anther dehiscence rate than *ice1-2*, while under 40% RH the *ice1-2* anther dehiscence rate was significantly increased (Fig 4A and 4B). Moreover, the deficiency of *ice1-2* in the pollen viability (Fig 4C and 4E), pollen germination (Fig 4D and 4F), and pollen function indicated by pollination on Col-0 pistils (Fig 4G and 4H) were all rescued by 40% RH treatment. Especially for pollen, *ice1-2* reached wild type levels in all three indices. As a consequence, the sterility phenotypes of *ice1-2* could be rescued by drought treatment as well (Fig 5A–5C). These further demonstrated that in *ice1-2* the anther indehiscence and impaired pollen function are due to deficiency in dehydration of anther tissues such as anther wall, which can be derived from abnormal water allocation within the stamen. These are also consistent with the previous studies showing that pollen maturation and anther dehiscence are co-regulated during water movement associated processes [83].

**Fig 4:**
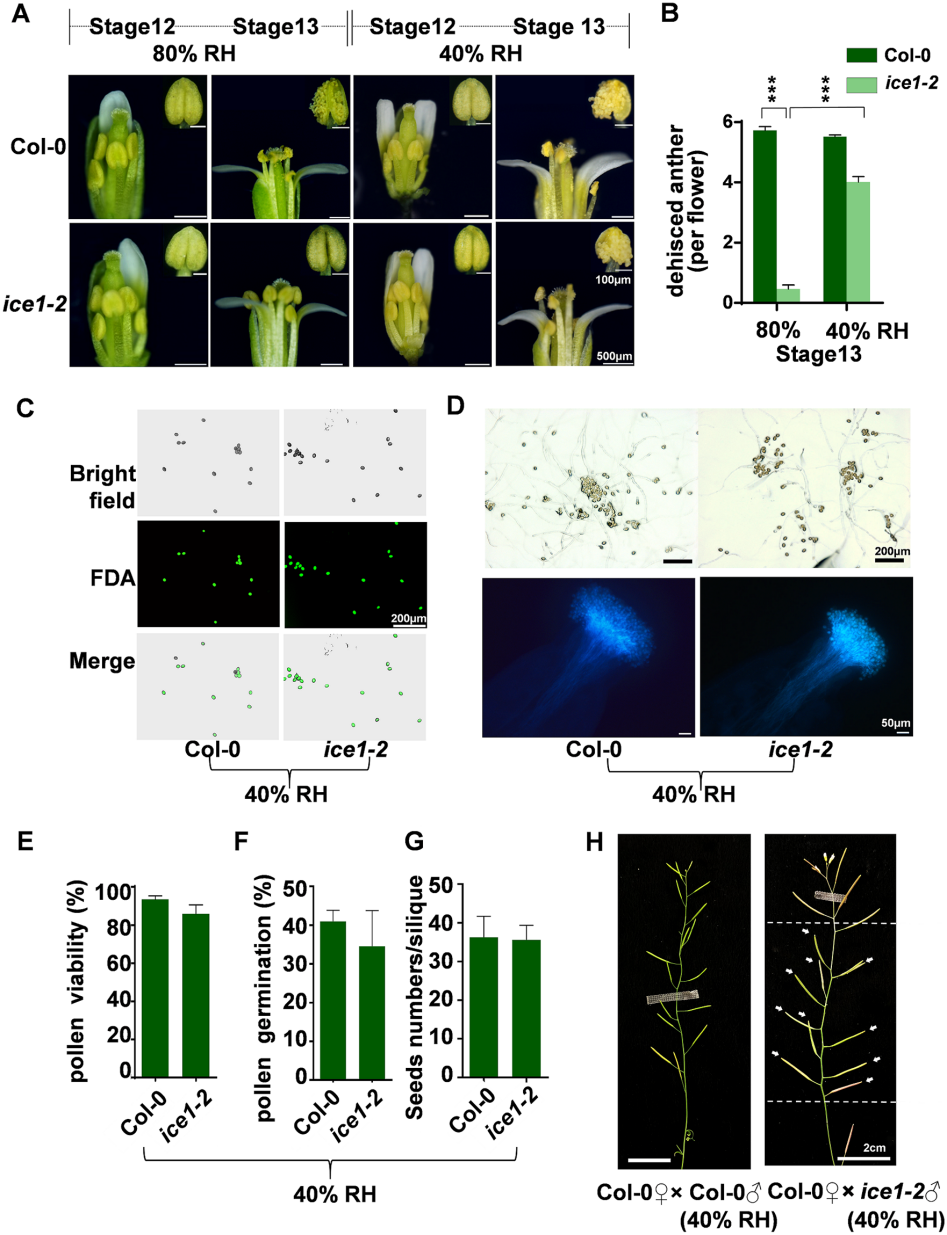
The pollen inviability, low pollen germination rate and anther indehiscence in *ice1-2* can be rescued when grown in low humidity. (A) Flowers and anthers from Col-0 and *ice1-2* plants grown under 40% or 80% relative humidity (RH), respectively. The insets (top left corner) exhibit magnification of anther phenotypes. (B) Comparison of dehisced anther numbers between Col-0 and *ice1-2* per flower at flower stage 13 under 40% and 80% RH, respectively. (SE, n = 25–292 flowers, *** *p* < 0.001). (C) FDA (fluorescein diacetate) staining of pollen from Col-0 and *ice1-2* at stage 13 under 40% RH. (D) The *in vitro* germination of pollen from Col-0 and *ice1-2* at stage 13 under 40% RH (upper row). The aniline blue-stained pistils of Col-0 flowers at 2 h after pollination with pollen from Col-0 and *ice1-2* at stage 13 under 40% RH are also shown (lower row). (E-G) Comparison of pollen viability (E) (SE, n = 5), pollen germination rates (F) (SE, n = 3), and seed numbers per silique (G) (SE, n = 20) between Col-0 and *ice1-2* grown under 40% RH. (H) Manual pollination on the Col-0 plants grown in the normal condition with pollen from Col-0 and *ice1-2* under 40% RH, respectively. Arrows indicate the normal siliques generated using *ice1-2* pollen under 40% RH.

**Fig 5:**
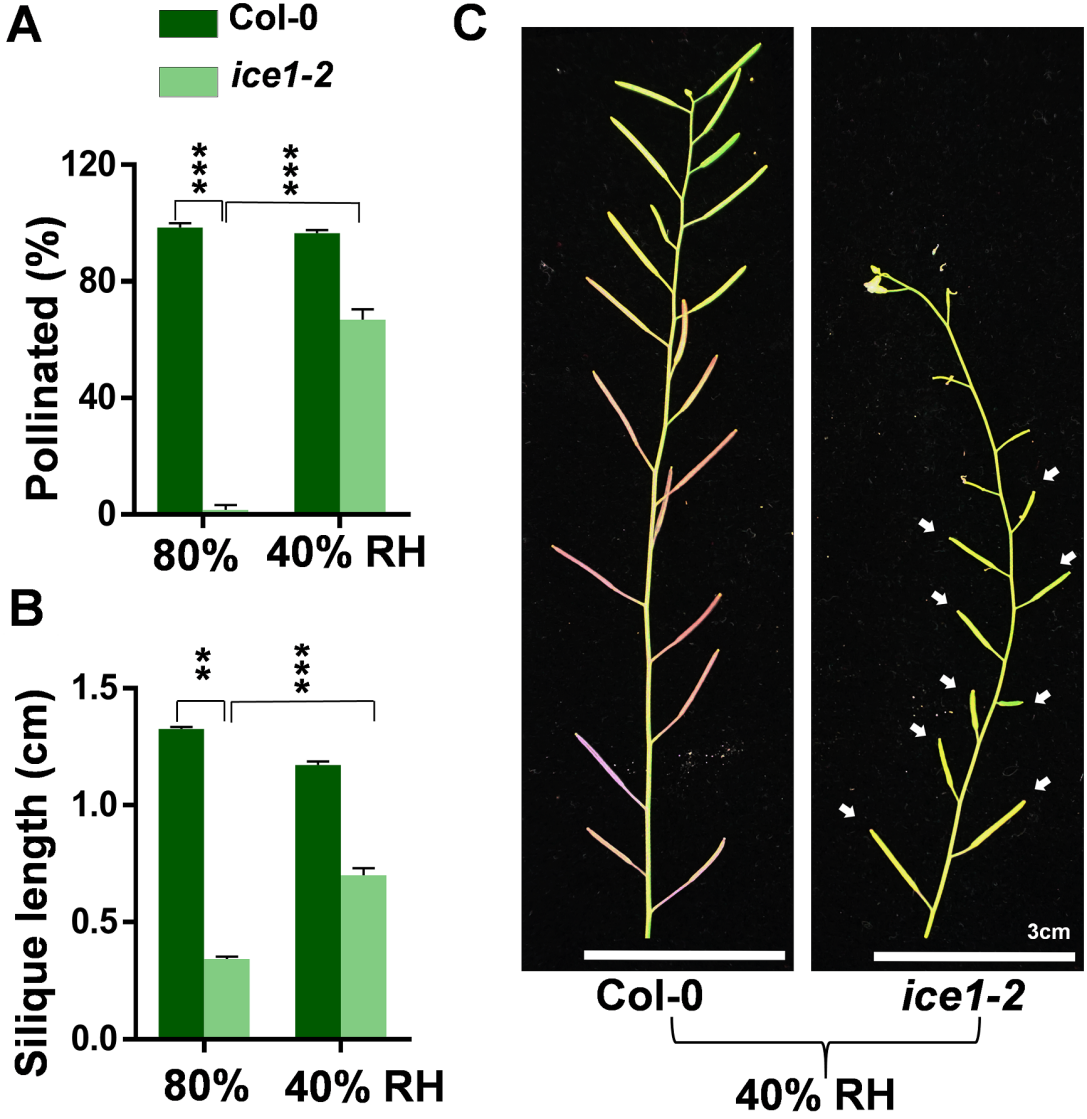
The Fertility of *ice1-2* can be rescued when grown in low humidity. (A) Comparison of pollination in Col-0 and *ice1-2* plants grown under 40% and 80% relative humidity (RH), respectively. SE, n = 62–292 flowers, *** *p* < 0.001. (B) Comparison of silique length in Col-0 and *ice1-2* plants grown under 40% (SE, n = 73) and 80% RH (SE, n = 140), respectively. ** *p* < 0.01, *** *p* < 0.001. (C) The shoots of the Col-0 and *ice1-2* plants grown under 40% RH. Arrows indicate the rescued siliques in *ice1-2*.

### *ICE1* is expressed in anther stomata and multiple flower vascular bundles

It has been suggested that water moves out of the anther via the transport in the vascular bundle and evaporation of epidermis stomata [28, 31]. The dehydration of endothecium, connective, and locules can be partially attributable to the evaporation of water through the stomata on the abaxial surface of anthers [31]. Previous studies indicated that *ICE1* was expressed in leaf guard cells [67]. We investigated the promoter activity of *ICE1* at the stages of floral development involving anther dehiscence program events using β-glucuronidase (GUS) report system. Three independent *ICE1pro*::*GUS* transgenic lines were assayed and exhibited consistent patterns. The *ICE1* promoter showed a strong activity in the inflorescence and floral organs (S6A Fig). At approximately flower stage 10 (the petals reach the lateral stamens) [1], the style, sepals, and filaments showed strong staining, whereas no obvious GUS staining was observed in the anther tissues (S6B Fig). As the flowers developed to stage 12–15, the GUS staining remained in sepals (S6C–S6E Fig), especially vascular tissues of sepals (S6F Fig), as well as the style (S6G Fig), and turned to be much stronger in connective of anthers (S6H Fig), filaments (S6I Fig), pedicels (S6J Fig), and vascular tissues of petals (S6K Fig). In immature siliques, GUS staining was restricted to the septum, the silique tip, and the base (S6L Fig). Remarkably, although the GUS signal in the adaxial side of anthers was weak in flowers at stage 12–15, a strong staining was observed in guard cells of stomata in the abaxial side of anthers (Fig 6A), where the ICE1 protein was accordingly accumulated (Fig 6B). The water transport from anther locules to filaments and petals is essential for pollen maturation and anther dehiscence [32]. Multiple genes involved in anther dehiscence were found to be specific expressed in anther guard cells [25, 45, 84, 85], filaments [6, 32, 49], anthers and filaments junction tissues [27, 50], anther wall and vascular bundle [23]. *DAD1* strictly expressed in filaments controlling JA biosynthesis and likely water transport also regulates anther dehiscence and pollen maturation [32]. Consistent with the fact that sterile phenotype of *ice1-2* can be rescued by dehydration, the high activity of *ICE1* promoter in anther stomata and flower vascular bundles suggest a connection of ICE1 function in particular with appropriate dehydration of pollen and/or anthers.

**Fig 6:**
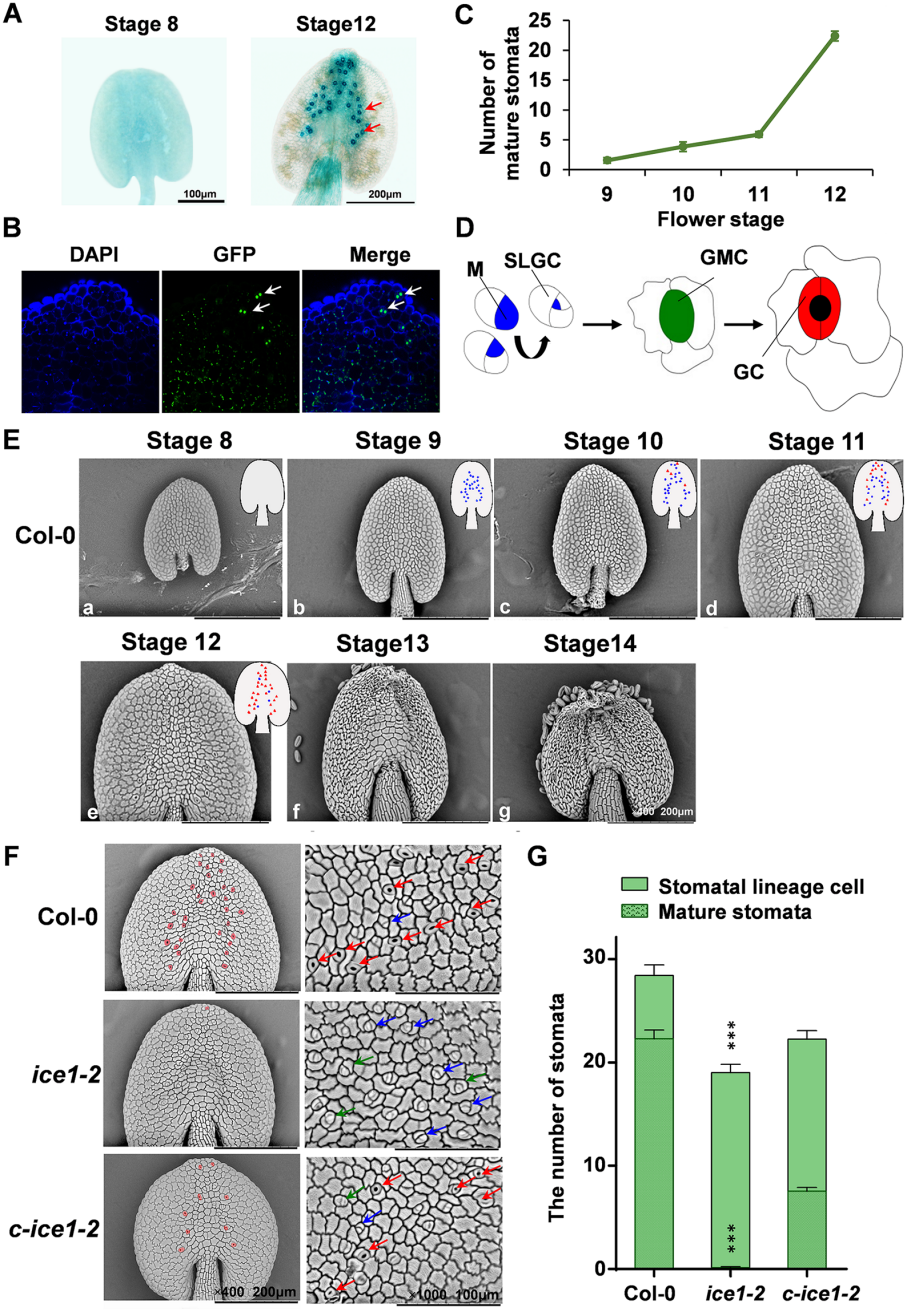
Stomata development of the anther is controlled by ICE1. (A) GUS activity driven by *ICE1* promoter is determined in the anther of flower stage 8 and 12. Strong GUS staining is shown in guard cells of stomata in the anther of flower stage 12 (indicated by red arrows). (B) Confocal images showing GFP-ICE1 accumulation (indicated by blue arrows) in the anther of flower stage 12. (C) Stomata numbers of anthers in flower stage 9–12. SE, n = 7–42 anthers. (D) Mode pattern of stomatal development in anthers. Diagram shows cell-state transitional steps within stomatal cell lineages. A subset of protodermal cells (white) assumes meristemoid mother cell (MMC) identity and executes an asymmetric entry division that creates meristemoids (M) (blue) and a sister cell, called stomatal-lineage ground cell (SLGC) (white). The meristemoids reiterate asymmetric amplifying division, but eventually differentiate into the guard mother cell (GMC) (green), which divides symmetrically once to form a stoma with differentiated guard cells (GCs) (red). (E) Scanning electron micrographs of the abaxial side of anthers at flower stage 8–14 in Col-0 (a-g). Anthers increase cell numbers from stage 8 to 9 (a-b). The stomatal lineage cells make their first appearance at about stage 9 (b). The number of stomatal lineage cells increases gradually during flower stage 9–12 (b-e). The majority of mature stomata are formed at about stage 12 (e). Inserts of anthers outline diagram show stomatal lineage cells with blue dots and mature stomata with red triangles. (F) Scanning electron micrographs of the abaxial side of anthers at flower stage 12 from Col-0, *ice1-2* and *c-ice1-2* plants. Cells colored in pink show distribution of mature stomata. Blue arrows indicate M and SLGC; green arrows indicate GMC; red arrows indicate GC. (G) Comparison of stomata numbers in Col-0, *ice1-2* and *c-ice1-2* plants at flower stage 12. SE, n = 30–42 anthers, *** *p* < 0.001).

### ICE1 regulates the stomatal differentiation in the anther

At anthesis, endothecium and epidermal cells in anther wall lose most of water via evaporation of stomata on the abaxial side of anthers [86] and osmotic retraction of water through filaments and connective tissue surrounding the vasculature [27]. Actually, in *Arabidopsis* not much information focused on stomatal development in anthers has been reported, and little attention has been paid to the role of anther stomata in anther dehiscence. Not all plant species possess stomatal pores in anther epidermis and developmental process of anther stomata depends on species [87]. In order to systematically describe the stomata development in the anther of *Arabidopsis*, we counted the number of anther stomata in flowers at stages from 9 to 12 in Col-0. The anther stomata increased from 1.57 to 5.89 at stage 9 to 11, while at stage 12 much more stomata (22.38) were identified in the anther (Fig 6C). According to the stomatal lineage model in *Arabidopsis* leaves [88], stomata differentiate via a series of cell transitions. A group of protodermal cells called meristemoid mother cells can produce meristemoids (Ms) through asymmetric divisions. Meristemoids reiterate asymmetric divisions to generate surrounding stomatal lineage ground cells (SLGCs) and eventually differentiate into guard mother cells (GMCs). One guard mother cell undergoes one time of symmetric division to produce a pair of guard cells (GCs) (Fig 6D). We used scanning electron microscopy (SEM) to perform more detailed characterization for stomata lineage in Col-0 anthers of flowers from stage 8 (before generation of stomatal lineage cells) to stage 14 (after anther dehiscence). No stomata were observed in the adaxial side of anther epidermis. In the abaxial side, cell number started to increase but no stomatal lineage cells or mature GCs appeared yet at flower stage 8 (Fig 6Ea). At stage 9, cell types were destined and stomatal lineage cells as well as few mature guard cells within top area were identified (Fig 6Eb). After that, the epidermal cells gradually expanded and more stomata turned to mature. At stage 10 and 11, mature GCs kept increasing (Fig 6Ec and 6Ed). At stage 12 with a longer duration, the number of mature GCs significantly increased, and most of stomata matured completely at the end of stage 12 (Fig 6Ee). At this moment, the anther shape was changed from oval to round and stomata gradually matured from the top to the bottom. Mature GCs were concentrated in the middle lengthways of the abaxial side in the anther epidermis (Fig 6Ee). From stage 13 to 14, the enhancing shrinkage of anther wall prompted the rupture in the adaxial side and the pollen dispersed (Fig 6Ef and 6Eg). Stomata were not present in filaments. The accumulation of matured stomata in stage 12 from the top toward the bottom in epidermis coincided the stage at which the anther wall started to shrink and then opened from the top, suggesting the role of stomata in anther dehydration and dehiscence in *Arabidopsis*.

*ICE1* has been reported as a regulator of stomatal differentiation at the surface of leaves [67], but it is unclear whether *ICE1* is involved in stomatal differentiation in anthers. Since in mature stomata of anthers *ICE1* promoter was strongly active and ICE1 protein was highly accumulated (Fig 6A and 6B), we therefore examined how *ice1-2* mutation affected stomatal development in anthers. At flower stage 12, Col-0 and *c-ice1-2* possessed abundant matured guard cells and some stomatal lineage cells, while *ice1-2* showed many meristemoids and guard mother cells but not a single mature stoma (Fig 6F and 6G). No stomata clusters or GMC-like tumors were identified either (Fig 6F). In addition, the total number of stomatal lineage cells in *ice1-2* were obviously lower than Col-0 in anthers (Fig 6G). These differed from the stomata development in *ice1-2* leaves, in which stomata clusters, GMC-like tumors aligned in parallel, and some differentiated GCs expressing mature guard cell marker E994 were present [67]. Consistently, we observed that in *ice1-2* leaves more than one third of stomata showed differentiated GCs and nearly half were immature stomata including GMC-like tumors. Stomata clusters were also recorded (S7A and S7B Fig). In comparison, *ice1-2* leaves resemble *fama* leaves in stomata development phenotype showing excessive GMC symmetric divisions and defective terminal differentiation of GCs [67], but the phenotype in *ice1-2* leaves is weaker for they can still form some differentiated GCs [67, 89] (S7A Fig). Whereas *ice1-2* anthers do not exhibit structures indicating unrestricted GMC symmetric divisions and hardly possess differentiated GCs. Thus, *ICE1* prompts stomatal differentiation in the anther in a different manner compared with that in leaves, and therefore can regulate anther dehydration to allow the dehiscence.

### The stamen-expressed and the guard cell-expressed genes were highly overlapped within ICE1-regulated gene sets

Besides evaporation through stomata, many factors, such as signal of phytohormones, nutrient metabolism and transporters, also influence anther dehydration [23, 27, 32]. At present the direct data with respect to water content in the anther remain limited. To further investigate the effect of ICE1 underlying the phenotypes observed, we collected anthers at flower stage 9–13 covering critical time points for dehiscence and performed RNA-Seq to analyze *ICE1*-regulated genes in anthers. 

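*ICE1* (AT3G26744), the gene hit by the T-DNA of *ice1-2*, was not lower in the libraries labelled *ice1-2*. Its FPKM was 12.7, 9.25 and 14.0 in Col-0 A, B and C and 12.9, 15.4 and 21.5 in *ice1-2* A, B and C (log2 fold change 0.44, standard error 0.24, BH-adjusted p = 0.323 from limma). That log2 fold change was 0.27 without Col-0 B and 0.24 without *ice1-2* C. The gene lies on chromosome 3 from 9832667 to 9835279 in TAIR10.1. The insertion is in the third exon and the deposited data give 1 value per gene, so this level does not check the labels, and the libraries labelled *ice1-2* are named that way throughout. By qRT-PCR in inflorescences, the paper reports an extremely low *ICE1* level in *ice1-2* (Fig 1C). *SCRM2* (AT1G12860), the closest paralog of *ICE1*, had an FPKM of 2.46 ± 0.790 (SD, n = 3) in Col-0 and 3.11 ± 0.333 (SD, n = 3) in the libraries labelled *ice1-2* (log2 fold change 0.32, standard error 0.25, BH-adjusted p = 0.491 from limma), and its log2 fold change was 0.50 without Col-0 A and 0.10 without Col-0 B.
RNA of anthers from Col-0, the wild type, and from *ice1-2* was sequenced in 3 libraries per genotype, A, B and C. The paper gives flower stages 9 to 13 and the sample labels anther stages 9 to 13. The paper names an RNA kit from Qiagen and reads sequenced from both ends, 100 bp each, whereas the labels name a further kit from Zymo and give both single-end and paired-end reads. No source used here says whether the libraries of a genotype came from separate plants, so each p measures only the spread between these libraries.
According to the paper, reads were trimmed with Trim Galore, mapped to TAIR10 with TopHat2, assembled with StringTie and Cufflinks-CuffMerge, counted per gene with HTSEQ and normalized as FPKM. For differential expression the paper names DEGseq2, which was not run here. Each library has 1 FPKM per gene, and no read counts were used here. Steps between low FPKM values, taken as 1 fragment on a transcript of 1 kb, correspond to 24.0, 27.0 and 22.1 in Col-0 A, B and C and 5.88, 19.6 and 14.3 in *ice1-2* A, B and C M fragments (M for mega). Of the low values, 23.5% to 43.6% lay within 0.05 of a whole step, where 10% would by chance, so these depths are rough. Ribosomal RNA genes held 0.510, 4.81 and 1.65 in Col-0 A, B and C and 12.3, 2.08 and 3.40 in *ice1-2* A, B and C percent of the FPKM sum.
An FPKM of 0 is not read here as an absent transcript. *RABE1b* (AT4G20360), which encodes the chloroplast elongation factor Tu and was singled out after its values were seen, had an FPKM of 68.3, 12.2 and 58.3 in Col-0 A, B and C, was listed at 0 in *ice1-2* A, and had 112 and 59.9 in *ice1-2* B and C. In all, 23 genes with an FPKM of at least 10 in at least 3 libraries were listed at 0 in another library.
Genes with an FPKM of at least 1 in at least 3 of the 6 libraries, 18858 in all, were tested with limma on log2(FPKM + 0.5). A gene was called at the paper's limits, a log2 fold change beyond 1 in either direction and a BH-adjusted p under 0.05, and gene lists were counted at the same p whatever the fold. Fold changes are of the libraries labelled *ice1-2* against Col-0 on the log2(FPKM + 0.5) scale, which understates the change of low genes. Named genes that failed the filter were fitted without it, over 27825 genes. Levels are FPKM as mean ± SD. Every p given for camera or fry, the tests of gene lists as sets, is BH-adjusted over the lists tested.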

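Most genes that passed the test were higher in the libraries labelled *ice1-2* than in Col-0. Of 18858 tested genes, 335 were called with limma, 291 of them higher and 44 lower. *BAM5* (AT4G15210), a beta-amylase, rose from 12.3 ± 3.85 (SD, n = 3) to 104 ± 28.1 (SD, n = 3) FPKM, a log2 fold change of 3.04 (standard error 0.27, BH-adjusted p = 0.00779 from limma). *MLP423* (AT1G24020), of the major latex protein family, rose from 55.3 ± 2.96 to 384 ± 106 FPKM (log2 fold change 2.75, standard error 0.23, BH-adjusted p = 0.0067 from limma). AT2G05540, which encodes a glycine-rich protein, fell from 450.0 ± 259 to 99.9 ± 32.4 FPKM (log2 fold change -2.08, standard error 0.40, BH-adjusted p = 0.0464 from limma).
The 10 higher genes with the largest log2 fold change were AT1G05523, *TCP9*, *NFS1*, AT1G75945, AT5G42530, *BAM5*, *ECS1*, *MLP423*, *NEET* and AT1G55770, and apart from *TCP9* they ranged from 2.63 to 4.03. The 10 lower genes were AT1G20070, *LTI30*, *AFR*, AT1G05173, AT3G45730, AT2G05540, AT1G04800, AT1G09197, AT3G09795 and AT2G13463, and apart from AT1G20070, *LTI30* and *AFR* they ranged from -1.71 to -2.26. *TCP9*, AT1G20070 and *AFR* were listed at 0 in every library of 1 genotype, so no fold is given for them here. AT1G05523, AT1G20070, *TCP9*, *AFR*, AT3G09795 and AT1G04800 overlap a gene on the opposite strand over 40.6% to 100% of their length, and the use of strand in counting is not given in the sources used here.
Of 13 measured genes of photosynthesis, markers of green tissue, 3 were higher, none was lower and 10 did not pass the test (12 higher when adjusted over the list alone). *RBCS2B* (AT5G38420) and *RBCS3B* (AT5G38410), which encode small subunits of Rubisco, rose from 10.6 ± 4.48 to 59.8 ± 15.3 FPKM and from 133 ± 22.3 to 423 ± 148 FPKM, and *PSAF* (AT1G31330), a photosystem I subunit, rose by 1.12 on the log2 scale. The list's median log2 fold change was 1.36 (1.19 after median-ratio scaling) (camera, BH-adjusted p = 6.7e-07, and p = 0.108 with an estimated correlation; fry, p = 0.00858).
Each of the 335 genes had every library of 1 genotype above every library of the other, as did 5130 (27.2%) of the tested genes, where chance gives 10%. An unadjusted p under 0.05 was found for 4043 genes. The median log2 fold change of all tested genes was 0.15, and -0.0081 after median-ratio scaling, so changes of gene lists are given on both scales. The number of calls depended on single libraries: 628 without Col-0 A, 16 without Col-0 B, 23 without Col-0 C, 280 without *ice1-2* A, 25 without *ice1-2* B and 15 without *ice1-2* C. *CRB*, *FNR2*, *MLP423*, *AGP19*, *BAM5*, *EXPB3*, *NdhM* and AT5G38980, 8 genes named after their values were seen apart from *MLP423* and *BAM5*, were called in all 6 of these fits. With no filter on low FPKM 28 genes were called, and after median-ratio scaling 162. The photosynthesis list held 3 higher genes without Col-0 A, 0 without Col-0 B, 1 without Col-0 C, 2 without *ice1-2* A, 1 without *ice1-2* B and 0 without *ice1-2* C. It held 0 higher genes after median-ratio scaling and 0 with no filter on low FPKM. AT2G05540 was lost in both of these and was called only without Col-0 A among these 6 fits (BH-adjusted p of 0.0648 to 0.121 from limma in the others).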

There were 1165 genes differentially expressed in the anther of *ice1-2* compared to Col-0, with 732 up-regulated genes (UGs) (LogFC > 1, FDR < 0.05) and 433 down-regulated genes (DGs) (LogFC < -1, FDR < 0.05) (Fig 7A and S1 Table). For corroboration of the transcriptome data, three up-regulated genes and three down-regulated genes were subjected to qRT-PCR and these expression changes showed a good agreement between RNA-seq and qRT-PCR data (S8 Fig).

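The paper does not name the 6 genes of this comparison in its text, and they are inferred here from its list of qRT-PCR primers. Of these, *CYP83B1* and *GSTF9* rose and *TGG1* fell in the RNA-seq libraries. *CYP83B1* (AT4G31500), a cytochrome P450 of glucosinolate synthesis, had an FPKM of 2.68 ± 1.03 (SD, n = 3) in Col-0 and 11.4 ± 3.53 (SD, n = 3) in the libraries labelled *ice1-2* (log2 fold change 1.91, standard error 0.30, BH-adjusted p = 0.0322 from limma). *GSTF9* (AT2G30860), a glutathione transferase, had 18.9 ± 5.18 in Col-0 and 58.1 ± 11.4 in the libraries labelled *ice1-2* (log2 fold change 1.62, standard error 0.25, BH-adjusted p = 0.0321 from limma). *TGG1*, a myrosinase, fell by 1.60 on the log2 scale (BH-adjusted p = 0.0311 from limma), while *TGG2* had a log2 fold change of -1.15 and did not pass the test (BH-adjusted p = 0.0779 from limma). *ABI2* (AT5G57050), a protein phosphatase of abscisic acid signaling, had 4.94 ± 1.67 in Col-0 and 2.76 ± 1.08 in the libraries labelled *ice1-2* and did not pass (log2 fold change -0.74, standard error 0.30, BH-adjusted p = 0.203 from limma). *SOT17* (AT1G18590), a sulfotransferase of glucosinolate synthesis, had 0.286 ± 0.0626 in Col-0 and 1.1 ± 0.575 in the libraries labelled *ice1-2*, failed the filter and did not pass without it (log2 fold change 0.95, standard error 0.30, BH-adjusted p = 0.178 from limma). All libraries of 1 genotype lay apart from those of the other for 5 of these genes, *ABI2* being the exception. Chance gives 10% for unselected genes, but 1087 of the 1165 genes of the S1 Table, which the study chose on these samples, lie apart in this way. *ACTIN2* (AT3G18780), the qRT-PCR reference gene, had 52.2 ± 18.5 in Col-0 and 77.0 ± 10.5 in the libraries labelled *ice1-2* (log2 fold change 0.60, standard error 0.26, BH-adjusted p = 0.231 from limma), and a log2 fold change of 0.38 without Col-0 A. As a list, these 7 genes, of which 6 were measured, held 2 higher and 1 lower (3 and 3 when adjusted over the list alone). Apart from *ACTIN2*, its internal control, the study chose them from these libraries, so that count is not independent evidence. The changes of the list go both ways (camera, BH-adjusted p = 0.541, and p = 0.767 with an estimated correlation, and fry, p = 0.698). The calls of *CYP83B1*, *GSTF9* and *TGG1* were lost without Col-0 B, Col-0 C, *ice1-2* B or *ice1-2* C (BH-adjusted p of 0.0511 to 0.108 from limma), and with no filter on low FPKM (0.0774 to 0.085). After median-ratio scaling the list held 0 higher genes and 1 lower, *TGG1*.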

**Fig 7:**
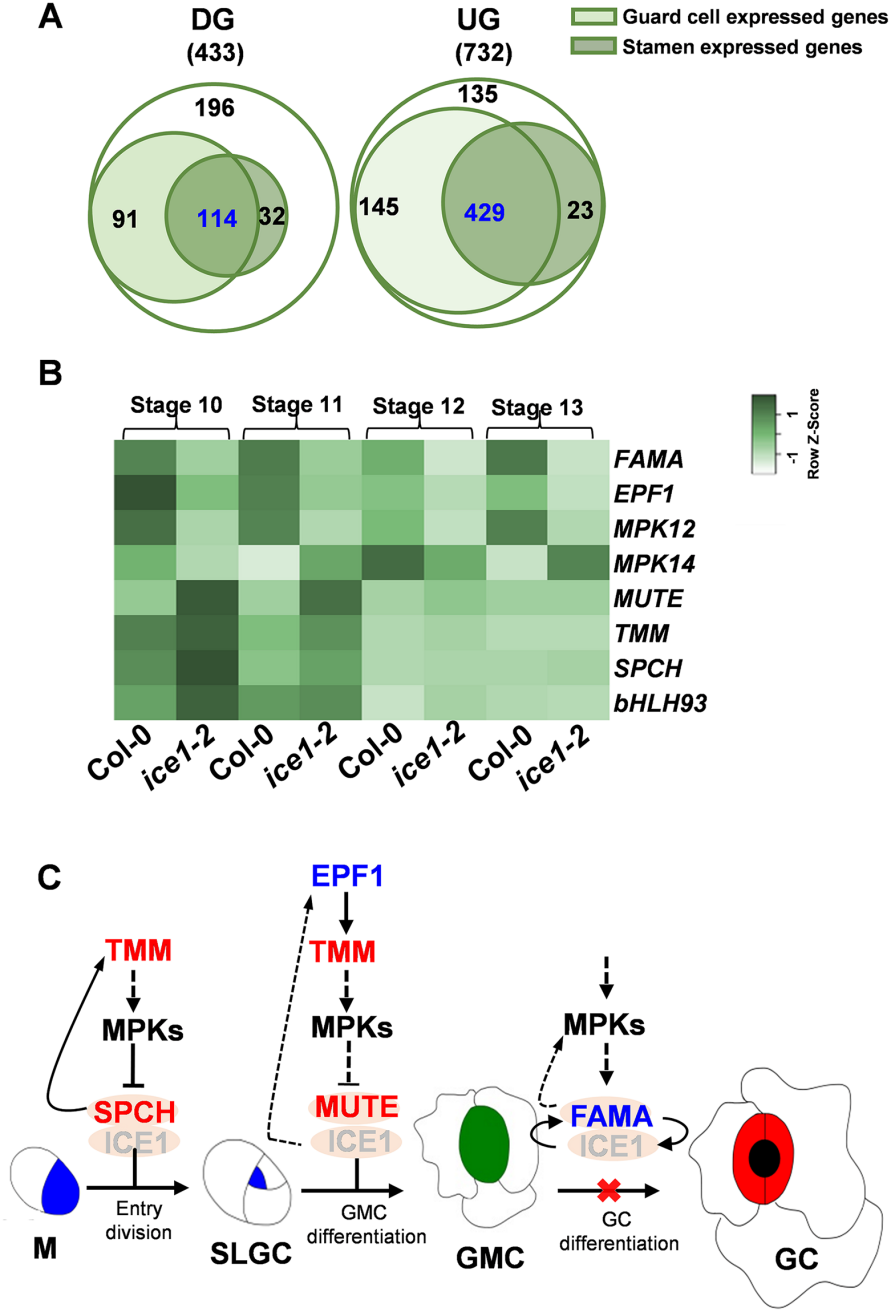
Guard cell expressed genes are overrepresented within ICE1-regulated genes in the anther. (A) Number of down- and up-regulated genes (DG and UG) in anthers at flower stage 9–13 from *ice1-2* compared with that in Col-0. The guard cell-expressed genes and the stamen-expressed genes are shown in circles of light green and dark green, respectively. (B) Heat map showing expression patterns of eight leaf stomatal development genes at the flower stage 10–13 in anthers from Col-0 and *ice1-2* measured by qRT-PCR. The gene expression profiles were normalized with *ACTIN2* gene (AT3G18780) and were plotted using Heatmapper (http://www2.heatmapper.ca/). (C) Regulatory network of stomatal development in the anther. Red shows up-regulated genes and blue shows down-regulated genes in the anther of *ice1-2*. When *ICE1* is knocked-out, the differentiation from guard mother cells (GMCs) to guard cells (GCs) is blocked.

Among these differentially expressed genes (DEGs), 574 UGs and 205 DGs were identified as guard cell-expressed genes according to the gene expression database (http://www.arabidopsis.org/servlets/TairObject?type=keyword&id=19990 [90] and previously published transcriptome data of the leaf stomatal lineage [91]. Meanwhile, 452 UGs and 146 DGs were detected as stamen-expressed genes through stamen gene expression database (http://www.arabidopsis.org/servlets/TairObject?type=keyword&id=20328 [92] (Fig 7A and S1 Table). 

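Genes called here that carry the study's guard cell label mostly carried its stamen label too. Of the 335 called genes, 278 are in the S1 Table, 237 of the higher and 41 of the lower genes, and have these labels. How far the labels go together differed with the reference annotation of a gene. The 1165 genes of that table were split, after the results were seen, by the number of plant structures named there for their expression. The odds ratio was 13.4 where none was named and 1.49 for 1 to 10 structures (Fisher's exact test, p = 0.296). It was 3.03 for 11 to 20 (Fisher's exact test, p = 0.0208) and 93 for over 20. The 522 genes with none named lack such an entry and are not the narrowest class. Among the 278, 225 carried the guard cell label and 198 the stamen label. Both labels were carried by 186 genes, the guard cell label alone by 39, the stamen label alone by 12 and neither by 41. The stamen label was carried by 82.7% of the genes with the guard cell label and by 22.6% of those without it (odds ratio 16.3, two-sided Fisher's exact test, p = 1.51e-16). For the higher genes the odds ratio was 16.8 (Fisher's exact test, p = 9.49e-12), with 172 genes under both labels, and for the lower genes 8 (Fisher's exact test, p = 0.00437), with 14. *TGG1*, *LOX2* and *OPR3* are among the called genes in that table. The background is the labelled genes of the S1 Table, which the study chose from these libraries, and the remaining 57 called genes have no label. Without *ice1-2* C the odds ratio was 4.5 (Fisher's exact test, p = 0.423), and without Col-0 B or Col-0 C too few labelled genes were called for an odds ratio.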

There were 429 UGs and 114 DGs expressed in both the guard cell and the stamen, indicating the significantly strong overlap between genes expressed in these two tissues for ICE1-regulated DEGs (*p* < 8.405e-44 for UGs and *p* < 1.560e-20 for DGs by hypergeometric test). The overrepresentation of guard cell-expressed genes within ICE-regulated genes in the anther reflects the key role of ICE1 in the regulatory network of stomata development of the stamen, which is in line with the phenotyping results.

### ICE1 specifically binds to *FAMA* promoter to activate its transcription

Eight of these 543 guard cell & stamen DEGs play key roles in leaf stomatal development, including four UGs (*TMM*, *SPCH*, *MUTE*, *bHLH93*) and four DGs (*FAMA*, *EPF1*, *MPK12*, and *MPK14*) [93]. 

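In these libraries the 8 genes lay apart between the genotypes in the stated directions, but none passed the test with limma. *TMM*, *SPCH*, *MUTE* and *bHLH93* were higher in every library labelled *ice1-2* than in every Col-0 library, and *FAMA*, *EPF1*, *MPK12* and *MPK14* were lower. Chance gives 10% only for genes not chosen on these samples. The MAP kinase gene *MPK12* (AT2G46070, on chromosome 2 from 18945937 to 18948067 in TAIR10.1) had an FPKM of 2.55 ± 0.691 (SD, n = 3) in Col-0 and 1.07 ± 0.452 (SD, n = 3) in the libraries labelled *ice1-2* (log2 fold change -0.98, standard error 0.30, BH-adjusted p = 0.116 from limma). *MPK14* (AT4G36450), another MAP kinase gene, had 1.46 ± 0.273 in Col-0 and 0.634 ± 0.0439 in the libraries labelled *ice1-2* (log2 fold change -0.78, standard error 0.24, BH-adjusted p = 0.117 from limma). Only *bHLH93*, *MPK12* and *MPK14* reached an FPKM of 1 in 3 libraries; 1 was higher and 2 were lower when adjusted over the list alone, at an unadjusted p under 0.05 for all 3. The study chose the 8 genes on these samples, so this is not independent evidence of their direction.
Of 7 measured genes of the early stomatal lineage, among 14 listed before the data were examined but with the study's table of changed genes already read, none passed the test with limma, 1 had an unadjusted p under 0.05, and 1 was higher when adjusted over the list alone. Their median log2 fold change was 0.45 (0.31 after median-ratio scaling) (camera, BH-adjusted p = 0.0584, and p = 0.524 with an estimated correlation; fry, p = 0.175). Of 7 measured genes of the step from guard mother cell to guard cell, none passed with limma, 0 had an unadjusted p under 0.05, and the median was 0.32 (0.17 after median-ratio scaling) (camera, BH-adjusted p = 0.739, and p = 0.779 with an estimated correlation; fry, p = 0.128). The sign of this median depends on the filter: over all 10 listed members, fitted without it, the median was -0.063. Of these 10, 1 was higher and 2 were lower in every library labelled *ice1-2* than in every Col-0 library. Of 11 measured genes of mature guard cells, *TGG1* fell and 10 did not pass (3 lower when adjusted over the list alone), with a median of -0.083 (-0.20 after median-ratio scaling) (camera, BH-adjusted p = 0.00825, and p = 0.341 with an estimated correlation; fry, p = 0.271). The call of *TGG1* is limited as given for the qRT-PCR genes, and 1 gene of the early stomatal lineage, *bHLH93*, passed without *ice1-2* A.
From the overrepresentation of guard cell-expressed genes among the differentially expressed genes, the paper concludes that *ICE1* has a key role in the regulatory network of stomatal development in the stamen, and it names these 8 genes from that overlap. It has other evidence as well: *ice1-2* anthers without mature stomata, and *ICE1* promoter activity in anther guard cells. It also gives qRT-PCR of these 8 genes and binding of ICE1 to the *FAMA* promoter.

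**Figure D1:**
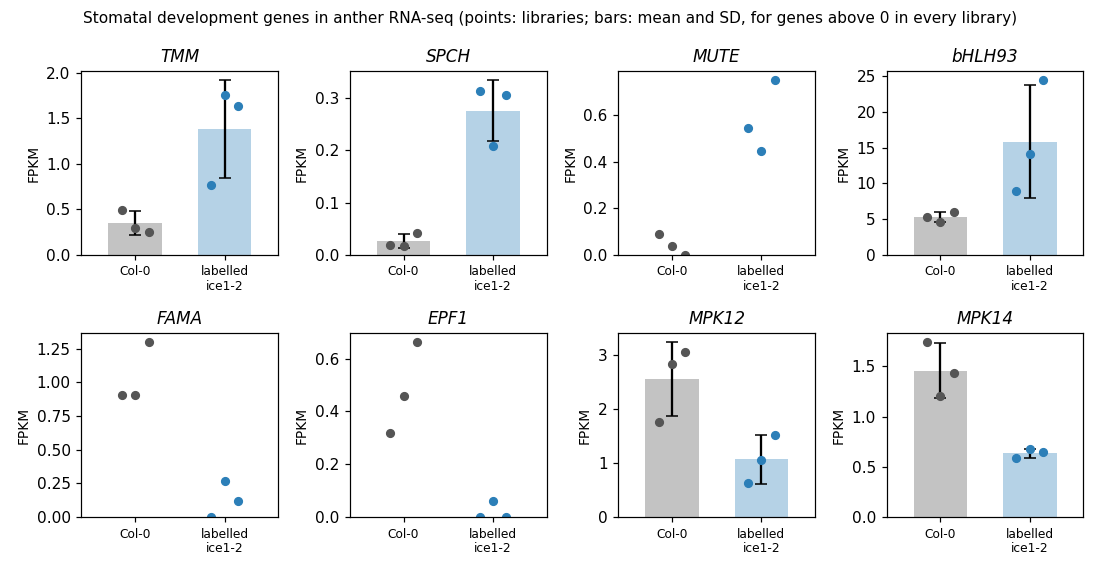
FPKM of the 8 stomatal development genes in the 6 anther libraries. Points are single libraries of Col-0 and the libraries labelled *ice1-2*, and bars with error bars are the mean and SD of 3 libraries, drawn only for genes above 0 in every library. The levels of *MPK12* lie between 1.77 and 3.06 in Col-0 and between 0.618 and 1.52 in the libraries labelled *ice1-2*.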

The results of qRT-PCR also confirmed that the expression of these genes was differentially regulated at flower developmental stage 10–13 of *ice1-2* compared with Col-0 [83] (Fig 7B). 

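The transcripts of *FAMA* and *EPF1* were low, and every library labelled *ice1-2* lay below every Col-0 library. *FAMA* (AT3G24140, on chromosome 3 from 8715118 to 8718211 in TAIR10.1), a bHLH transcription factor, had an FPKM of 0.907, 0.909 and 1.30 in Col-0 A, B and C and 0, 0.265 and 0.114 in *ice1-2* A, B and C, and so was listed at 0 in *ice1-2* A. *EPF1* (AT2G20875, on chromosome 2 from 8982863 to 8983814), a secreted peptide, had an FPKM of 0.318, 0.457 and 0.664 in Col-0 A, B and C and 0, 0.0590 and 0 in *ice1-2* A, B and C, and so was listed at 0 in *ice1-2* A and C. Neither gene reached an FPKM of 1 in 3 libraries. Fitted without that filter, *FAMA* had a log2 fold change of -1.31, standard error 0.21, BH-adjusted p = 0.0802 from limma, and *EPF1* had a log2 fold change of -0.90, standard error 0.15, BH-adjusted p = 0.085 from limma. Both had an unadjusted p under 0.05 from limma, 0.000438 and 0.000664, and neither passed after adjustment over 27825 genes. At these levels, *ice1-2* A is also the shallowest library by the rough estimate from its low values, so a listed 0 does not show that a transcript was absent.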

*FAMA* and *EPF1* controlling guard cell differentiation [67, 94] were significantly down-regulated, which was in line with the impaired terminal differentiation of anther guard cells in *ice1-2*. In leaves the *ice1-2* phenotype was close to *fama*, but for anthers we could not gain *fama* materials due to its severe developmental defects [89]. 

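*TMM* (AT1G80080), which encodes a receptor-like protein of the stomatal lineage, had an FPKM of 0.348 ± 0.130 (SD, n = 3) in Col-0 and 1.38 ± 0.537 (SD, n = 3) in the libraries labelled *ice1-2*. *SPCH* (AT5G53210), the bHLH factor that starts the lineage, had 0.0259 ± 0.0136 in Col-0 and 0.276 ± 0.0588 in the libraries labelled *ice1-2*. *MUTE* (AT3G06120), the bHLH factor that ends the divisions of meristemoids, had an FPKM of 0.0884, 0.0393 and 0 in Col-0 A, B and C and 0.544, 0.447 and 0.752 in *ice1-2* A, B and C, and so was listed at 0 in Col-0 C. *bHLH93* (AT5G65640), a bHLH factor related to *ICE1*, was expressed more strongly, at 5.30 ± 0.726 in Col-0 and 15.8 ± 7.90 in the libraries labelled *ice1-2*. Only *bHLH93* passed the filter, and its change did not pass the test (log2 fold change 1.39, standard error 0.33, BH-adjusted p = 0.0658 from limma), though it did without *ice1-2* A (BH-adjusted p = 0.0448 from limma, against 0.0758 to 0.201 without any other library). Without the filter, *TMM* had a log2 fold change of 1.12, standard error 0.27, BH-adjusted p = 0.12 from limma, and *SPCH* had a log2 fold change of 0.56, standard error 0.098, BH-adjusted p = 0.0851 from limma. *MUTE* had a log2 fold change of 0.99, standard error 0.14, BH-adjusted p = 0.0774 from limma. Because a pseudocount of 0.5 lies above most of these levels, the fold changes of *SPCH* and *MUTE* depend on it.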

The up-regulation of *TMM*, *SPCH*, *MUTE* and *bHLH93* in *ice1-2* can also be due to feedback effects (Fig 7C). Using *FAMApro*::*FAMA-GFP* plants, we observed specific accumulation of FAMA in anther guard cells (Fig 8A). Moreover, while *EPF1* promoter does not contain E-box motif (CANNTG) that is a typical binding motif of bHLH transcription factors [63], there are nine E-box elements in the *FAMA* promoter (2.5 kb from the transcription start site) (Fig 8B and S9A Fig). The *in vivo* dual-LUC assay with transient expression of ICE1 driven by 35S promoter (used as the effector) and LUC driven by truncated *FAMA* promoter fragments (used as reporters) demonstrated that in addition to protein interaction, ICE1 activated the *FAMA* transcription (Fig 8C and 8D). Further investigation using electrophoretic mobility shift assay (EMSA) showed two E-box elements located at -582 to -613 bp (labeled as P3) and -629 to -664 bp (labeled as P4) upstream from transcription start site specifically interacted with ICE1 (S9A and S9B Fig, Fig 8E and 8F). P4 exhibited an obviously higher *in vitro* binding affinity than P3 (Fig 8G). Another E-box element located at -1569 to -1600 bp (labeled as P7) also showed a weak binding with ICE1 but no competitive binding of cold probe was observed (S9B and S9C Fig), suggesting that the shift was due to a non-specific binding or the binding affinity was extremely low. P7 contains the same core sequences with P3 (S9A Fig), thus the flanking sequences may also play an important role in the ICE1 binding affinity.

**Fig 8:**
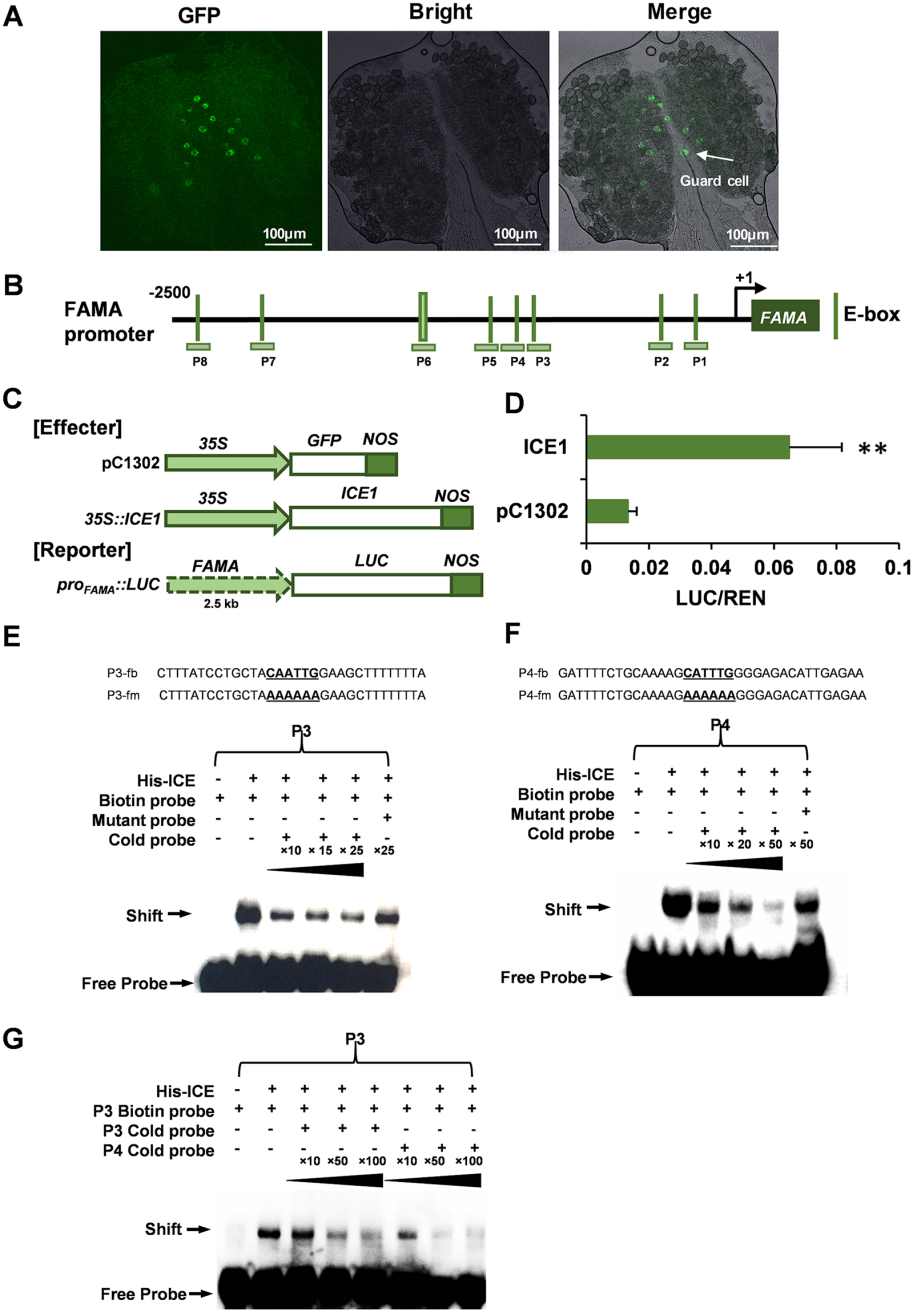
ICE1 directly binds to the promoter of *FAMA* to activate its expression. (A) Confocal images of FAMA protein accumulation (indicated by arrows) in the anther at flower stage 12 in *FAMApro*::*FAMA-GFP* plants. (B) The upstream region of 2.5 kb from transcription start site and ORF sequences of *FAMA* are shown with a black line and a blackish green box, respectively. The vertical lines indicate the E-box positions. Eight probes (P1 to P8) containing E-boxes are also exhibited. P6 contains two E-boxes. (C) Dual-LUC Assays in tobacco leaves. ICE1 driven by 35S promoter was served as the effector and LUC under control of *FAMA* promoter (2.5 kb upstream from transcription start site) was the reporter. (D) The relative activity (LUC/REN) is shown. The reporter co-transformed with pC1302 vector was used as the control. SE, n = 6, ** *p* < 0.01. (E-F) Electrophoretic mobility shift assay (EMSA) showing the binding activity of ICE1 to the probes with E-box elements at -582 to -613 bp (labeled as P3 in B) and -629 to -664 bp (labeled as P4 in B) upstream from transcription start site of *FAMA*, respectively. The sequences of P3 and P4 as well as mutated probes are listed. (G) EMSA showing the competition of ICE1-P3 interaction using P4. P4 has higher binding affinity with ICE1 than P3.

The direct interaction between ICE1 and *FAMA* promoter is a novel interplay in the regulatory network of guard cell differentiation. It has been reported that *FAMA* also plays a positive role for ICE1 expression in young seedlings but does not bind to *ICE1* promoter [95]. When FAMA is associated with its promoter, it is not necessary for its own expression [89]. Given the weaker developmental defects in *ice1* than *fama*, ICE1 is unlikely necessary for *FAMA* expression. Rather, ICE1 may enhance the transcription of *FAMA* with other activators in a redundant manner, which can be a part of the regulatory network in the stomatal lineage development. However, the identification of a novel direct target of ICE1 can be potentially beneficial for breeding application.

### ICE1 regulates genes involved in water movement in the anther

Gene ontology (GO) analysis using singular enrichment provided by agriGO [96] showed that a number of ion transporters, hydrolases and dehydration associated genes were positively regulated by ICE1 in anthers (Fig 9A and S2 Table). 

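Of 27 genes with hydrolase activity in the S2 Table, 23 were measured, and *TGG1*, *AHA6* and *ALA12* fell while 20 did not pass the test. *AHA6* (AT2G07560), a plasma membrane proton pump, had an FPKM of 272 ± 40.9 (SD, n = 3) in Col-0 and 132 ± 13.6 (SD, n = 3) in the libraries labelled *ice1-2* (log2 fold change -1.03, standard error 0.20, BH-adjusted p = 0.048 from limma). *ALA12* (AT1G26130), a phospholipid-transporting ATPase, had 14.9 ± 2.59 in Col-0 and 6.35 ± 0.248 in the libraries labelled *ice1-2* (log2 fold change -1.16, standard error 0.18, BH-adjusted p = 0.0322 from limma). All 23 had a negative log2 fold change, with a median of -0.94 (-1.08 after median-ratio scaling), and all 23 were lower when adjusted over the list alone. As a set they were lower with camera (BH-adjusted p = 4.28e-22), and with an estimated correlation BH-adjusted p = 0.0567 (fry, p = 0.00716). The study chose this list on these samples, so neither the count nor the set test is independent evidence of its direction.
Markers of mature pollen had mostly negative changes beside it. Of 18 measured markers, none passed the test with limma, 6 were lower at an unadjusted p under 0.05, 3 were lower when adjusted over the list alone, and 15 had a negative log2 fold change. Their median was -0.45 (-0.62 after median-ratio scaling) (camera, BH-adjusted p = 6.58e-07, and p = 0.186 with an estimated correlation; fry, p = 0.0766).
The call of *AHA6* was lost without any 1 of the 6 libraries (BH-adjusted p of 0.0581 to 0.166 from limma), and that of *ALA12* without any library other than Col-0 A (0.0502 to 0.116). The S2 list held 5 lower genes without Col-0 A, 1 without *ice1-2* A, 1 without *ice1-2* C and 0 without any other library. With no filter on low FPKM both were lost (0.0774 to 0.0855), and after median-ratio scaling the list held 2 lower genes, without *AHA6*.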

Ion gradients or currents are critical for active water movement in the anther and they regulate the anther dehiscence and pollen germination [6, 24, 85, 97, 98]. Some mutants affecting cation homeostasis, such as *mia* deficient in a P-type ATPase cation pump [99] and *nhx1 nhx2* null in two Na^+^/H^+^ antiporters [24, 25], also failed in sufficient release of pollen from mature anthers. 

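The transporter genes measured from the S2 Table had negative log2 fold changes in the libraries labelled *ice1-2*, and 1 passed. Of its 10 ion transporter genes 8 were measured, *ALA12* fell, and 7 did not pass the test (8 lower when adjusted over the list alone). Their median log2 fold change was -0.90 (-1.08 after median-ratio scaling) (camera, BH-adjusted p = 9.93e-09, and p = 0.0567 with an estimated correlation; fry, p = 0.00426). The study chose this list on these samples, so the count is not independent evidence.
In the textbook lists, which were also written with the study's tables already read, 17 cation and proton transporters were measured, and *AHA6* fell while 16 did not pass (5 lower when adjusted over the list alone). Their median was -0.45 (-0.62 after median-ratio scaling) (camera, BH-adjusted p = 5.97e-08, and p = 0.0795 with an estimated correlation; fry, p = 0.0158). Of 16 sugar transporters none passed with limma, 1 was higher and 3 were lower at an unadjusted p under 0.05 and also when adjusted over the list alone, and the median was -0.32 (-0.50 after median-ratio scaling) (camera, BH-adjusted p = 0.000918, and p = 0.0819 with an estimated correlation; fry, p = 0.021). Of 18 aquaporins, *RD28* (AT2G37180), a plasma membrane aquaporin, rose and 17 did not pass (3 higher when adjusted over the list alone), with a median of 0.43 (0.25 after median-ratio scaling) (camera, BH-adjusted p = 0.104, and p = 0.524 with an estimated correlation; fry, p = 0.136). *RD28* had an FPKM of 2.96 ± 0.659 (SD, n = 3) in Col-0 and 6.93 ± 1.12 (SD, n = 3) in the libraries labelled *ice1-2* (log2 fold change 1.11, standard error 0.22, BH-adjusted p = 0.0477 from limma). The mature pollen markers, of which none passed with limma and 6 were lower at an unadjusted p under 0.05, do not include *AHA6*. Their median was -0.45 too (-0.62 after median-ratio scaling), so these values do not set the cation and proton transporters apart from the pollen markers.
The call of *RD28* was lost without any 1 of the 6 libraries (BH-adjusted p of 0.0667 to 0.158 from limma), and the S2 list held 2 lower genes without Col-0 A and 0 without any other library. Without Col-0 A, 1 sugar transporter, *STP1*, was lower, and with no filter on low FPKM no call of the S2 list was left. After median-ratio scaling the S2 list held 1 lower gene, the cation and proton transporters 0 and the aquaporins 0 higher genes, and with no filter both textbook lists held 0.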

Twelve transporter genes, in particular genes of sugar transporters, metal transporters as well as ATPases, were down-regulated in *ice1-2* anthers (Fig 9A). Among them, *STP1* [100], *STP4* [101], *CAX3* [102] and *ACA12* [103] were expressed in leaf stomatal guard cells. 

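All 4 genes had lower mean levels in the libraries labelled *ice1-2*, and none of the changes passed the test. *STP1* (AT1G11260) and *STP4* (AT3G19930) encode monosaccharide transporters. *STP1* had an FPKM of 96.6 ± 72.3 (SD, n = 3) in Col-0 and 26.2 ± 2.05 (SD, n = 3) in the libraries labelled *ice1-2* (log2 fold change -1.60, standard error 0.46, BH-adjusted p = 0.101 from limma). Its Col-0 libraries spread widely, at 39.9, 72.1 and 178 in A, B and C. *STP4* had 61.9 ± 18.3 in Col-0 and 32.0 ± 8.99 in the libraries labelled *ice1-2* (log2 fold change -0.93, standard error 0.28, BH-adjusted p = 0.108 from limma). *CAX3* (AT3G51860), a vacuolar cation/proton exchanger, had 164 ± 84.8 in Col-0 and 82.9 ± 26.2 in the libraries labelled *ice1-2*, with libraries of the genotypes overlapping (log2 fold change -0.91, standard error 0.37, BH-adjusted p = 0.201 from limma). *ACA12* (AT3G63380), a calcium ATPase, had 1.07 ± 0.321 in Col-0 and 0.521 ± 0.145 in the libraries labelled *ice1-2*, failed the filter and did not pass without it (log2 fold change -0.61, standard error 0.22, BH-adjusted p = 0.23 from limma). For *STP1*, *STP4* and *ACA12* every library labelled *ice1-2* lay below every Col-0 library, which is no separate evidence because the study chose these genes on these samples. *STP1* passed without Col-0 A (BH-adjusted p = 0.0192 from limma, against 0.125 to 0.227 without any other library). Without Col-0 C the log2 fold change of *STP1* was -1.02 and that of *CAX3* -0.52. A gene on the opposite strand covers 12.2% of *STP1*.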

The number of seeds per silique of *aca12* mutant was significantly less than that in the wild type, indicating that *ACA12* impacts plant fertility [103]. Accordingly, we observed wilted flower buds in old *ice1-2* plants, which resembled the phenotype of *nhx1 nhx2* under osmotic stress [25] (Fig 9C), suggesting that ICE1 modulates the ion exchange affecting water movement in flowers. Three glucosinolates hydrolysis related genes, *TGG1*, *TGG2*, and *TGG3*, as well as several glucosinolates biosynthesis genes, were also positively regulated by ICE1 (S2 Table). 

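The myrosinase genes *TGG1*, *TGG2* and *TGG3* were lower in every library labelled *ice1-2* than in every Col-0 library, and *TGG1* passed the test. The study chose them on these samples, so their separation is not independent evidence. *TGG1* (AT5G26000, on chromosome 5 from 9079452 to 9082384 in TAIR10.1) had an FPKM of 37.1 ± 3.04 (SD, n = 3) in Col-0 and 12.3 ± 4.03 (SD, n = 3) in the libraries labelled *ice1-2*. *TGG2* (AT5G25980) had 67.4 ± 2.48 in Col-0 and 31.9 ± 12.4 in the libraries labelled *ice1-2*. *TGG3* (AT5G48375) had 3.23 ± 0.721 in Col-0 and 1.48 ± 0.558 in the libraries labelled *ice1-2* and did not pass (log2 fold change -0.94, standard error 0.28, BH-adjusted p = 0.115 from limma).
The genes of glucosinolate biosynthesis that passed went the other way. Of 11 measured genes, *CYP83B1*, *GSTF9* and *UGT74C1* were higher, none was lower and 8 did not pass (10 higher when adjusted over the list alone). *UGT74C1* (AT2G31790), a glucosyltransferase of glucosinolate synthesis, had 1.86 ± 0.367 in Col-0 and 5.26 ± 0.866 in the libraries labelled *ice1-2* (log2 fold change 1.29, standard error 0.22, BH-adjusted p = 0.036 from limma). The list's median log2 fold change was 0.95 (0.78 after median-ratio scaling) (camera, BH-adjusted p = 6.64e-07, and p = 0.0819 with an estimated correlation; fry, p = 0.00716). Other lists moved with it, so higher levels were not seen in glucosinolate genes alone: all 13 photosynthesis markers of green tissue had a positive log2 fold change with a median of 1.36 (1.19 after median-ratio scaling) and 3 passed, and all 14 rapid wound and touch genes had one with a median of 1.08 (0.93 after median-ratio scaling) and 1 passed. With an estimated correlation neither passed as a set (camera, BH-adjusted p = 0.108 and 0.266; fry, p = 0.00858 and 0.0646). *TGG1*, *TGG2* and *TGG3* are related genes that can share reads, and a gene on the opposite strand covers 12.2% of *UGT74C1*. The call of *UGT74C1* was lost without Col-0 B, Col-0 C, *ice1-2* B or *ice1-2* C (BH-adjusted p of 0.0771 to 0.121 from limma), and the list held 4 higher genes without Col-0 A, 3 without *ice1-2* A and 0 without any other library. After median-ratio scaling it held 1 higher gene, *UGT74C1*, and with no filter on low FPKM 0.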

The glucosinolates are a group of secondary metabolites involved in ABA-regulated stomatal opening [104] and floral development in drought conditions [105]. The *tgg1 tgg2* mutant showed stomata with closed aperture in leaves resembling plants in the face of drought stress [106]. Thus, carbohydrate hydrolysis can also be involved in ICE1-regulated anther dehydration.

**Fig 9:**
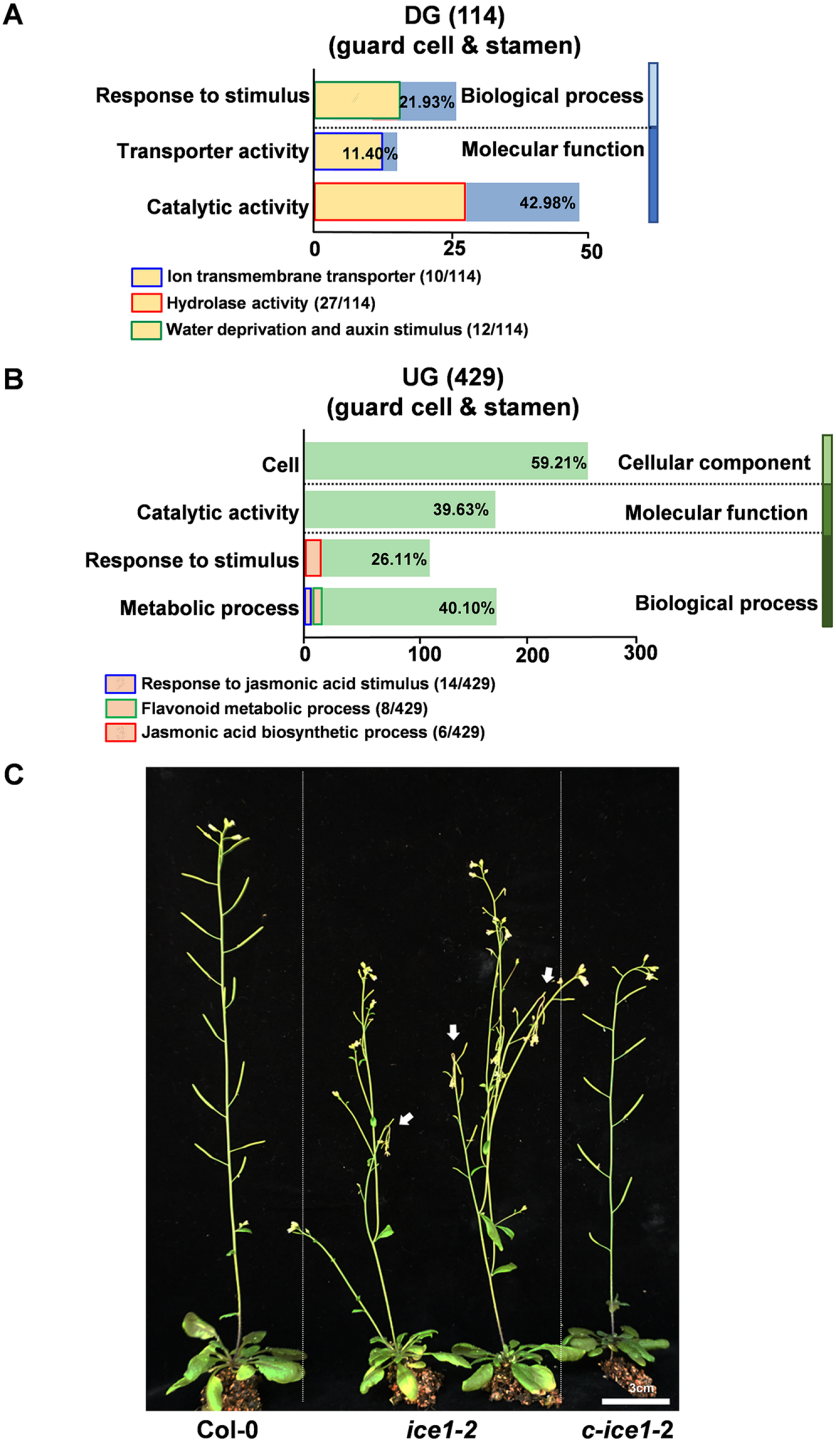
Pathway enrichment and functional category of genes regulated by ICE1 in the anther. (A-B) The enrichment analysis of down-regulated genes (A) and up-regulated genes (B) that are expressed in both of the guard cell and the stamen. The key clusters in the three categories identified by GO are shown in columns. The ratios of each cluster to the total gene number are shown with percentage. (C) Phenotype of impaired ion exchange in the *ice1-2* mutant. Arrows indicate the wilted flower buds.

Besides, genes responding to water deprivation and auxin-mediated signaling pathways were enriched (Fig 9B, S3 Table). 

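Of 5 genes of the response to water deprivation in the S2 Table, 4 were measured, and *LTI30* and *CBF3* fell while 2 did not pass the test (4 lower when adjusted over the list alone). *CBF3* (AT4G25480), a transcription factor of cold and drought responses, had an FPKM of 6.57 ± 0.597 (SD, n = 3) in Col-0 and 3.34 ± 0.214 (SD, n = 3) in the libraries labelled *ice1-2* (log2 fold change -0.88, standard error 0.18, BH-adjusted p = 0.0485 from limma), a change under the limit of 1 for a call. Of the 7 auxin response genes of that table, *BT2* fell and 6 did not pass (7 lower when adjusted over the list alone), with a median log2 fold change of -0.98 (-1.12 after median-ratio scaling) (camera, BH-adjusted p = 4.43e-08, and p = 0.0819 with an estimated correlation; fry, p = 0.0166). The study chose both lists on these samples, so their counts are not independent evidence.
In the textbook lists, 19 genes of the abscisic acid and dehydration response were measured, and *LTI30* fell while 18 did not pass (1 lower when adjusted over the list alone). Their median was -0.19 (-0.37 after median-ratio scaling) (camera, BH-adjusted p = 0.000553, and p = 0.223 with an estimated correlation; fry, p = 0.208). Of 3 measured CBF transcription factor genes, *CBF3* fell and 2 did not pass, with a median of -0.70 (-0.81 after median-ratio scaling). Of 16 auxin response genes none passed with limma, 2 were higher and 5 lower at an unadjusted p under 0.05, and 1 was higher and 4 were lower when adjusted over the list alone. Their median of 0.23 (0.062 after median-ratio scaling) was positive, while their mean of -0.085 and the set test were negative (camera, BH-adjusted p = 0.104, and p = 0.301 with an estimated correlation; fry, p = 0.545).
Other lists were mostly negative beside these. Of 18 mature pollen markers 15 had a negative log2 fold change and none passed, with a median of -0.45 (-0.62 after median-ratio scaling) (camera, BH-adjusted p = 6.58e-07, and p = 0.186 with an estimated correlation; fry, p = 0.0766). Of 16 genes of the carbon starvation response 15 were negative and 1 passed, *BT2*, with a median of -0.70 (-0.87 after median-ratio scaling) (camera, BH-adjusted p = 1.69e-09, and p = 0.146 with an estimated correlation; fry, p = 0.0824), so *BT2* belongs to more than the auxin response.
*CBF3* did not pass without any 1 of the 6 libraries (BH-adjusted p of 0.0615 to 0.161 from limma). Without Col-0 A, 3 auxin response genes of the textbook list were higher and 1 was lower, and without any other library 0. The S2 auxin list held 1 lower gene without Col-0 A and 0 without any other library, and the S2 water deprivation list 1 without *ice1-2* A, B or C and 0 without a Col-0 library. The abscisic acid list held 2 lower genes without Col-0 A, 1 without *ice1-2* A, B or C and 0 without Col-0 B or C. After median-ratio scaling the S2 lists held 2 and 2 lower genes, the abscisic acid, CBF and textbook auxin lists 1, 1 and 1, and with no filter on low FPKM each held 0.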

Two ABA-induced dehydrin genes affecting water use efficiency, *RAB18* and *LTI30* [107, 108], were remarkably repressed in *ice1-2* mutant. 

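*LTI30* (AT3G50970, on chromosome 3 from 18940643 to 18941611 in TAIR10.1) fell from 7.84 ± 1.60 (SD, n = 3) FPKM in Col-0 to 0.548 ± 0.437 (SD, n = 3) in the libraries labelled *ice1-2* (log2 fold change -3.06, standard error 0.34, BH-adjusted p = 0.0127 from limma). *RAB18* (AT5G66400, on chromosome 5 from 26518277 to 26519447) had an FPKM of 0.856, 3.13 and 5.59 in Col-0 A, B and C and 0, 0.0843 and 0 in *ice1-2* A, B and C, and so was listed at 0 in *ice1-2* A and C. *RAB18* did not reach an FPKM of 1 in 3 libraries, and without the filter its change did not pass the test (log2 fold change -2.56, standard error 0.52, BH-adjusted p = 0.094 from limma). Both dehydrin genes were lower in every library labelled *ice1-2* than in every Col-0 library, but the study chose them on these samples, so this is not independent evidence. The call of *LTI30* held without *ice1-2* A, B or C (BH-adjusted p of 0.0106 to 0.0381 from limma), and without a Col-0 library the gene failed the filter. With no filter on low FPKM its BH-adjusted p was 0.0605 from limma.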

*RAB18* is highly expressed in guard cells, suggesting a role in stomatal function [109]. 

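*BT2* (AT3G48360), which encodes a BTB and TAZ domain protein, fell from 8.05 ± 2.00 (SD, n = 3) FPKM in Col-0 to 3.2 ± 0.561 (SD, n = 3) in the libraries labelled *ice1-2* (log2 fold change -1.19, standard error 0.24, BH-adjusted p = 0.0482 from limma). *GH3.6* (AT5G54510), an enzyme that conjugates auxin to amino acids, had 37.6 ± 19.4 in Col-0 and 11.7 ± 2.60 in the libraries labelled *ice1-2* and did not pass the test (log2 fold change -1.55, standard error 0.34, BH-adjusted p = 0.0548 from limma). *GH3.5* (AT4G27260), of the same enzyme family, had 72.4 ± 30.9 in Col-0 and 39.1 ± 10.1 in the libraries labelled *ice1-2* (log2 fold change -0.83, standard error 0.32, BH-adjusted p = 0.177 from limma). *SAUR41* (AT1G16510) had 30.5 ± 7.52 in Col-0 and 16.2 ± 0.828 in the libraries labelled *ice1-2* (log2 fold change -0.86, standard error 0.21, BH-adjusted p = 0.0765 from limma). *BT5* (AT4G37610) had 73.2 ± 32.8 in Col-0 and 37.2 ± 7.23 in the libraries labelled *ice1-2* (log2 fold change -0.90, standard error 0.31, BH-adjusted p = 0.143 from limma). *IAA32* (AT2G01200) had 2.00 ± 0.665 in Col-0 and 0.682 ± 0.587 in the libraries labelled *ice1-2*, with libraries of the genotypes overlapping (log2 fold change -1.15, standard error 0.38, BH-adjusted p = 0.136 from limma). For the other genes every library labelled *ice1-2* lay below every Col-0 library, which their choice by the study on these samples favors. Without Col-0 C the log2 fold change of *GH3.5* was -0.51 and that of *BT5* -0.56. A gene on the opposite strand covers 38.8% of *IAA32* and 8.06% of *BT5*. *BT2* did not pass without any 1 of the 6 libraries (BH-adjusted p of 0.0648 to 0.134 from limma) or with no filter on low FPKM (0.097), and *GH3.6* passed without Col-0 A (0.0213).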

The downregulated auxin-mediated signaling genes included *SAUR41*, *GH3*.*5*, *GH3*.*6*, *BT2*, *BT5*, *IAA 32*, and *MPK12*. BT family proteins are essential during later stages of male gametophyte development [110, 111]. MPK12 is a MAP kinase that is preferentially expressed not only in leaves but also in anther guard cells [112], and positively regulates ABA [112], JA [113] and SA signaling [114] in leaf guard cells of *Arabidopsis*. It has been shown that auxin represses JA biosynthesis to control the timing of stomium opening and prevent early anther dehiscence [52]. The genes negatively regulated by ICE1 were categorized into two biological processes including JA biosynthesis and response, and flavonoids associated pathway. 

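Some genes of jasmonate synthesis and of the flavonoid pathway were higher in the libraries labelled *ice1-2*; whether they passed as sets depended on the test. Of 15 measured genes of jasmonate biosynthesis, *LOX2*, *LOX3*, *AOS*, *OPR3* and *JMT* were higher, none was lower and 10 did not pass the test (11 higher and 1 lower when adjusted over the list alone). *JMT* (AT1G19640), the jasmonic acid methyltransferase, had an FPKM of 15.7 ± 5.13 (SD, n = 3) in Col-0 and 38.2 ± 1.89 (SD, n = 3) in the libraries labelled *ice1-2* (log2 fold change 1.30, standard error 0.23, BH-adjusted p = 0.0389 from limma). The list's median log2 fold change was 1.14 (0.98 after median-ratio scaling) (camera, BH-adjusted p = 2.34e-05, and p = 0.146 with an estimated correlation; fry, p = 0.00858). Of 20 measured genes of jasmonate signaling and response, *VSP1* and *JAZ5* were higher and 18 did not pass (4 higher when adjusted over the list alone). *VSP1* (AT5G24780), a vegetative storage protein, had 225 ± 101 in Col-0 and 919 ± 145 in the libraries labelled *ice1-2*, and *JAZ5* (AT1G17380), a repressor of jasmonate responses, had 5.13 ± 1.09 in Col-0 and 10.8 ± 1.23 in the libraries labelled *ice1-2*. Their list's median was 0.27 (0.11 after median-ratio scaling) (camera, BH-adjusted p = 0.0423, and p = 0.524 with an estimated correlation; fry, p = 0.116).
Of 13 measured flavonoid pathway genes, *UGT78D1*, *UGT89C1* and *GSTF12* were higher, none was lower and 10 did not pass (11 higher when adjusted over the list alone). *UGT78D1* (AT1G30530), a flavonol rhamnosyltransferase, had 6.15 ± 0.954 in Col-0 and 16.5 ± 3.69 in the libraries labelled *ice1-2* (log2 fold change 1.34, standard error 0.22, BH-adjusted p = 0.035 from limma). *GSTF12* (AT5G17220), which is needed for the transport of flavonoids to the vacuole, had 0.795 ± 0.467 in Col-0 and 4.58 ± 1.31 in the libraries labelled *ice1-2* (log2 fold change 2.00, standard error 0.32, BH-adjusted p = 0.0326 from limma). *UGT89C1* (AT1G06000), another flavonol rhamnosyltransferase, is covered over 99.6% by a gene on the opposite strand, whose reads cannot be told apart from its own without strand. That gene, AT1G06002, had an FPKM of 5.41, 2.61 and 1.75 in Col-0 A, B and C and 11.8, 0 and 14.0 in *ice1-2* A, B and C. *UGT89C1* had 5.57, 2.69 and 2.56 in Col-0 A, B and C and 12.2, 22.0 and 14.4 in *ice1-2* A, B and C. The list's median was 1.34 (1.18 after median-ratio scaling) (camera, BH-adjusted p = 2.16e-07, and p = 0.248 with an estimated correlation; fry, p = 0.0511).
In the lists of the S3 Table, 5 of 6 measured genes of jasmonate biosynthesis, 6 of 12 jasmonate-responsive genes (*LOX2*, *AOS*, *JMT*, *JR2*, *MYB95* and *MYBS1*) and 3 of 7 flavonoid genes (*FLS2*, *UGT89C1* and *UGT78D1*) were higher and none was lower. When adjusted over the list alone, 6, 12 and 7 were higher. *JR2* (AT4G23600), a cystine lyase, had 0.693 ± 0.561 in Col-0 and 4.25 ± 1.57 in the libraries labelled *ice1-2*, and *FLS2* (AT5G63580), here flavonol synthase 2, had 0.746 ± 0.312 in Col-0 and 2.92 ± 0.343 in the libraries labelled *ice1-2*. Camera gave BH-adjusted p = 8.6e-07, 9.93e-09 and 1.12e-06 for these lists, and p = 0.0819, 0.102 and 0.146 with an estimated correlation, and fry gave 0.00716, 0.00858 and 0.0157. The study chose them on these samples, so these counts are not independent evidence.
Of the 13 photosynthesis markers 3 were higher in the same libraries, and the set did not pass with an estimated correlation (camera, BH-adjusted p = 0.108; fry, p = 0.00858). Also higher was the carpel gene *CRC* (AT1G69180), at 0.581 ± 0.304 in Col-0 and 3.28 ± 0.901 in the libraries labelled *ice1-2* (log2 fold change 1.81, standard error 0.29, BH-adjusted p = 0.0326 from limma), 1 of 3 measured carpel and ovule markers. The other 2 did not pass, and 1 of the 3 had a negative log2 fold change. Of 14 rapid wound and touch genes, *ZAT10* (AT1G27730), a zinc finger factor, was higher at 3.45 ± 0.570 in Col-0 and 7.88 ± 1.33 in the libraries labelled *ice1-2* (log2 fold change 1.08, standard error 0.21, BH-adjusted p = 0.0456 from limma) and 13 did not pass (6 higher when adjusted over the list alone), with a median of 1.08 (0.93 after median-ratio scaling) (camera, BH-adjusted p = 0.000128, and p = 0.266 with an estimated correlation; fry, p = 0.0646).
Without Col-0 A, 5 jasmonate biosynthesis and 9 flavonoid genes of the textbook lists were higher, without *ice1-2* A 3 and 3, and without any other library 0 and 0. *JMT*, *VSP1*, *JAZ5*, *JR2* and *FLS2* each passed only without Col-0 A, and *CRC* likewise among the 3 fits that tested it (BH-adjusted p of 0.0542 to 0.163 from limma in the other fits), and *ZAT10* passed in none of the 6 fits (0.0637 to 0.134). *UGT78D1*, *GSTF12* and *UGT89C1* passed without Col-0 A or *ice1-2* A and not without any other library (0.0786 to 0.117). The S3 lists held 5, 9 and 6 higher genes without Col-0 A, 3, 3 and 2 without *ice1-2* A and 0 without any other library. Jasmonate signaling held 3 higher genes without Col-0 A, 1 without *ice1-2* B and 0 otherwise, and the wound list 2 without Col-0 A, 1 without *ice1-2* C and 0 otherwise. After median-ratio scaling jasmonate biosynthesis held 2 higher genes, jasmonate signaling 0, the flavonoid pathway 3, the S3 lists 2, 1 and 2, photosynthesis 0, the carpel markers 0 and the wound list 0, and with no filter on low FPKM each held 0.

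**Figure D2:**
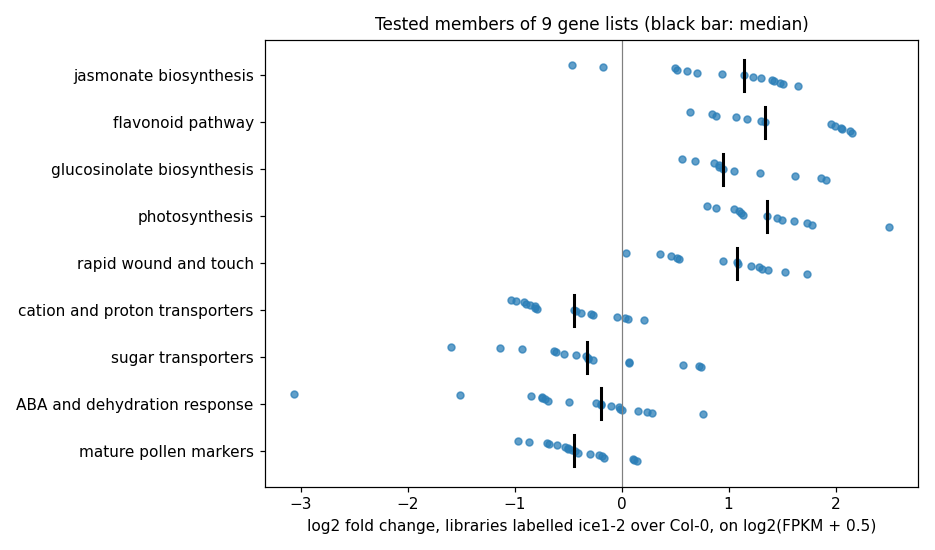
Log2 fold change of each measured member of 9 gene lists, the libraries labelled *ice1-2* against Col-0, on the log2(FPKM + 0.5) scale. Each dot is a gene and each black bar the median of its list, which is 1.34 for the flavonoid pathway and 1.14 for jasmonate biosynthesis.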

In the stamens and petals, JA is mainly accumulated in the filaments to regulate water transport, which sequentially triggers flower opening and anther dehiscence [32]. The JA biosynthesis or signaling deficiency can cause profoundly male sterile [4, 45]. The null mutant of *COI1*, a JA receptor, exhibited delayed anther dehiscence and produced sterile pollen [37, 45]. 

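*LOX2* (AT3G45140), a chloroplast lipoxygenase, rose from 69.3 ± 17.6 (SD, n = 3) FPKM in Col-0 to 186 ± 34.6 (SD, n = 3) in the libraries labelled *ice1-2* (log2 fold change 1.43, standard error 0.24, BH-adjusted p = 0.036 from limma). *AOS* (AT5G42650), the allene oxide synthase, rose from 3.12 ± 0.690 to 9.55 ± 1.43 FPKM (log2 fold change 1.48, standard error 0.22, BH-adjusted p = 0.0283 from limma). *OPR3* (AT2G06050), the reductase that acts after it in the peroxisome, rose from 5.98 ± 1.74 to 19.5 ± 2.89 FPKM (log2 fold change 1.65, standard error 0.23, BH-adjusted p = 0.0253 from limma). Every library labelled *ice1-2* lay above every Col-0 library for all 3 genes, which the study chose on these samples, so this is not independent evidence. *OPR3* lies on chromosome 2 from 2359114 to 2362375 in TAIR10.1. Each of the 3 calls was lost without Col-0 B, Col-0 C, *ice1-2* B or *ice1-2* C (BH-adjusted p of 0.0706 to 0.127 from limma) and with no filter on low FPKM (0.0739 to 0.0849), and that of *LOX2* also after median-ratio scaling. Across the 6 fits without 1 library the log2 fold change ranged from 1.31 to 1.63 for *LOX2*, 1.31 to 1.60 for *AOS* and 1.54 to 1.86 for *OPR3*.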

JA-synthesis related genes, such as *LOX2*, *AOS* and *OPR3*, affect water movement in flowers as well [45, 84] (Fig 9B and S3 Table). The interrupted transport of flavonoids leads to abnormal dehydration and dehiscence of anthers [84]. High amounts of flavonoids are also considered as endogenous auxin transport regulators that affect plant growth [115]. Here, the down-regulation of auxin signaling genes and up-regulation of JA and flavonoid related genes in *ice1-2* can be due to either active balance in regulation of water allocation or compensatory feedback consequences of failed stomium enlargement caused by abnormal water movement in the anthers and/or other floral tissues.

All the identified enriched pathways in GO analysis of ICE1-regulated genes are related to water transport (Fig 10). The stomatal differentiation influencing evaporation is also controlled by ICE1. Together with the fact that dehydration rescued sterility in *ice1*, it can be demonstrated that ICE1 participates in the interaction between ambient environmental stimuli and water regulation in the anther tissues. At the same time, it has been reported that CBF3, a main target of ICE1, functions in early response to drought in flowers [105]. These can suggest a dual role of ICE1 in water-associated stress resistance and dynamic developmental processes in floral tissues. In summary, ICE1 is identified as a novel male fertility regulator in *Arabidopsis* and can be a promising target for application of molecular engineering in crop breeding.

**Fig 10:**
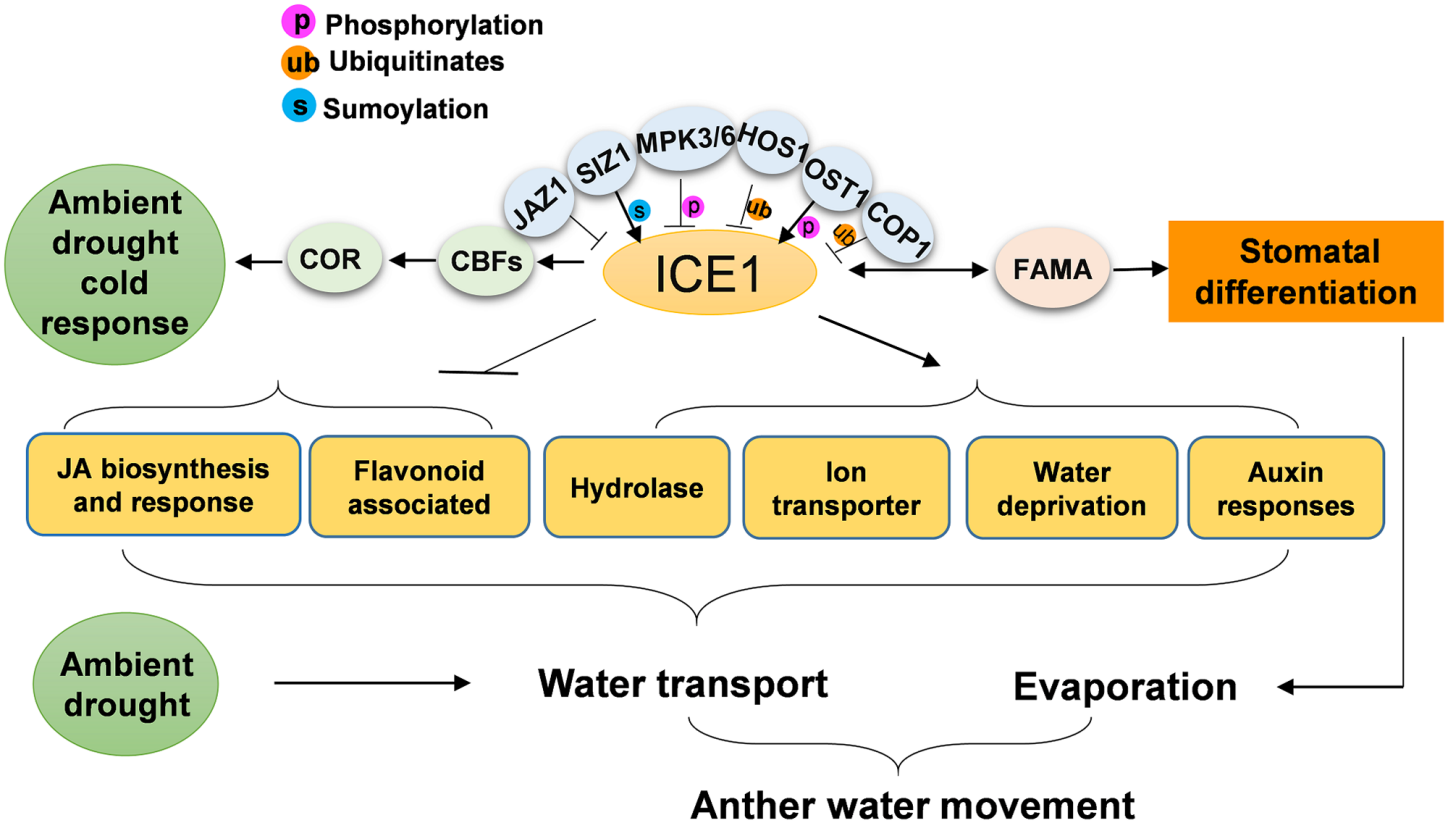
ICE1 modulates water movement in the anther. Hypothetical signal pathways deduced from GO enrichment analysis are highlighted in the yellow boxes. ICE1 modulates water transport and stomatal differentiation to control water transport in the stamen and evaporation through stomata in the anther, which can also be affected by ambient drought. On the other hand, ICE1 activates CBF signaling to protect floral tissues from drought and cold stresses.

## Materials and methods

### Plant materials

All *Arabidopsis thaliana* plants used were in the Columbia (Col-0) background. The seeds of *ice1-2* (SALK_003155) were obtained from the Arabidopsis Biological Resource Center at Ohio State University (ABRC, http://abrc.osu.edu), as previously described [67]. The *ICE1pro*::*GFP-ICE1* (*SCRMpro*::*GFP-SCRM*) transgenic line is a generous gift from Pro. Keiko Torii (Department of Biology, University of Washington). The *FAMApro*::*FAMA-GFP* transgenic line is a generous gift from Ph. D. Xiaolan Chen (School of Life Sciences, Yunnan University).

To generate *ICE1pro*::*GUS* lines, a 2578bp upstream region from the start codon was amplified by PCR from *Arabidopsis* Col-0 genomic DNA and cloned into T-vector pMD-19T (TaKaRa). After the DNA sequences were confirmed, the promoter region was cloned into pCAMBIA1301 (CAMBIA, Australia) using the method as previously described [63]. Primers were AtPICEF-PstI (5’-TActgcagGGACCACCGTCAATAACATCG-3’); AtPICER-NcoI (5’-TTccatggGCCAAAGTTGACACCTTTACC-3’). The *ICE1pro*::*GUS* plasmid was electroporated into *Agrobacterium tumefaciens* strain GV3101 (WEIDI), which was used to transform the Col-0 plants by the floral dipping method [116].

For complementation of *ice1-2* mutant, the *ICE1* upstream region and open reading frame were amplified and subcloned into pCAMBIA1302 vector using primers AtPICEF-PstI; AtPICER-NcoI; AtICE1F-SpeI (5’-ATactagtGATCATACCAGCATACCCTGC-3’); AtICE1-BstEII (5’-TTggtaaccTCAGATCATACCAGCATACCC-3’). The *ICE1pro*:: *ICE1* fusion construct was then introduced into *ice1-2/+* plants by the floral dipping method [116].

### Plant growth and drought treatment

Plants were grown in greenhouses under long day conditions (16 h light/8 h dark) at 22°C. The dehydration experiments were performed as previously described with some changes [105]. In brief, two treatments were carried out. One was the standard condition with 80% soil moisture and 80% air relative humidity. The other was drought condition with 40% soil moisture and 40% air relative humidity. Pots were arranged according to a randomized design and their positions were changed daily. Seeds were stratified in a cold room for 2 d at 4°C in the dark. Plants were grown in standard condition until the moment just after bolting (the main shoot was about 1 cm high). When the drought treatment was started, plants were transferred into the growth chamber (RXZ-436B-LED, Ningbo Jiangnan instrument factory, China). The soil moisture was maintained by daily weigh and watering until harvest.

### Pollen germination tests

Pollen germination analysis was conducted mainly as previously described [32]. The *in vitro* assay was performed on pollen germination media using pollen isolated from flowers at designed stages. For pistil pollination, pollen grains from flowers at designed stages were hand-pollinated on Col-0 pistils. The pollinated pistils were subjected to aniline blue staining or kept growth for characterization of siliques and seeds. For *ice1-2* mutant the stomium was manually enlarged for releasing pollen or picking the pollen grains using dissecting needles.

### Semi-thin sectioning and staining

Inflorescences of Col-0 and *ice1-2* mutant plants were collected, fixed and dehydrated as previously described [117]. The Technovit resin-embedded blocks were sectioned to a thickness of 1.0 μm slice using a motorized RM2265 rotary microtome (Leica) with a glass knife, and then heat-fixed on glass slides. After staining with 0.05% Toluidine Blue for 15–30 min, the sections were photographed under the Microscope Axio Scope.A1 (Carl Zeiss MicroImaging) with bright field after rinsing and drying. Lignin in tissue was visualized with 0.01% fluorescent brightener (Sigma) for 30s, then mounted with 0.001% auramine O (BBI Life Sciences) and observed by Microscope Axio Scope.A1 (Carl Zeiss MicroImaging) under GFP channel.

### Light and fluorescence microscopy

Fluorescence microscopy was performed using a Leica confocal laser-scanning microscope (Leica TCS SP8, Leica Microsystems, Wetzlar, Germany) equipped with a 10× Leica HC PL APO objective. The lignified cells and GFP fusion protein were observed with 488 nm excitation/ 510-540nm emission.

Inflorescences and anthers were collected and photographed under a SteREO Discovery V8 dissecting microscope (Carl Zeiss MicroImaging) using a SPOT FLEX digital camera (Diagnostic Instruments). Pollen from anthers stage 13–14 [72] were collected and incubated in Fluorescein Diacetate (FDA) (Solarbio) solution (FDA (5mg/ml) in acetone and diluted by 20% sucrose to 0.1mg/ml) for 5min [118], and photographed under Microscope Axio Scope.A1 (Carl Zeiss MicroImaging) under DAPI channel with an Axio Cam HRc camera (Carl Zeiss MicroImaging).

### Scanning electron microscopy (SEM)

For SEM analysis, tissues were dissected under anatomical lens (SMZ-161-BLED, Motic, China) if needed, then immediately mounted on aluminum stubs for SEM. For leaf tissues, small pieces (d = 8 mm) of leaves from about 5-week-old plants were cut, fixed, dehydrated and coated as previously described [106]. These images were taken with scanning electron microscope TM3000 (TM3000 Tabletop Microscope, HITACHI, Japan).

### GUS assay

For histochemical GUS activity analysis, tissues were immersed in GUS staining buffers with vacuum infiltration and destained with 75% ethanol as previously described [119]. The GUS activity was observed with Microscope Axio Scope.A1 (Carl Zeiss MicroImaging).

### Transient transcription dual-luciferase assays

Coding regions of ICE1 were cloned into the pCAMBIA1302. The promoter sequences of FAMA were PCR amplified and inserted into the pGreenII 0800-LUC vector, using primer pFAMAF-PstI 5‘-TGCACTGCAGTTTGGAAATTGATTTTGGGA-3’ and pFAMAR-SacII 5’-TCCCCGCGGGAGTAAGCATCACCAA-3’. After sequencing, all the constructs were transformed into GV3101 Agrobacteria, while the pGreenII-0800 constructs were co-transformed with pSoup-P19. The mixture of cells containing constructs with protein and promoter was infiltrated according to the published method [120]. The luciferase activity of *Nicotiana benthamiana* extracts was determined using the dual-luciferase assay kit (Promega) and then detected by a Synergy 2 multimode microplate (BioTek) as described previously [120]. All tests were performed with three biological replicates and five technical replicates per assay.

### Electrophoretic mobility shift assay

The electrophoretic mobility shift assay (EMSA) was performed as previously described [61]. In brief, the His-ICE1 recombination protein was expressed in E. coli induced by 1 mM IPTG at 37°C for 3 h and purified through sonication and His sepharose beads (Amersham Biosciences). EMSA was conducted using the Lightshift Chemiluminescent EMSA Kit (Pierce) with biotin-labeled and cold probes. Probe sequences were listed in S9A Fig.

### Quantitative RT-PCR

Total RNA was extracted by RNApure Plant Kit (CWBIO) according to the manufacturer’s protocol. cDNA was reverse-transcribed using PrimeScript RT reagent Kit with gDNA Eraser (Perfect Real Time) (TaKaRa). SYBR Premix Ex Taq II (TaKaRa) was used for qPCR on a ABI StepOne Plus real-time system (Life Technologies). qRT-PCR was performed in triplicate and data were collected and analyzed with ABI STEPONETM software version 2.1 [121]. Various gene specific signal was normalized relative to *ACTIN2* gene (At3G18780) expression. The primer sequences were listed as follows:

ACTIN2-Forward, 5’-CTTGCACCAAGCAGCATGAA-3’
ACTIN2-Reverse, 5’-CCGATCCAGACACTGTACTTCCTT-3’
ICE1_q3-Forward, 5’-CAACTTCATCAAGCTTCCATCCGTT-3’
ICE1_q3 Reverse, 5’-GCTGTATCGAAAAGCACTGCTTTGA-3’
TGG1-1-Forward, 5’-TCCTCAGTAAAGTCATCAAGGAGA-3’
TGG1-1-Reverse, 5’-AGACGCTTGAGCGGAGTAGA-3’
TGG2-1-Forward, 5’-TCCGCAAGGCCATCAAGGA-3’
TGG2-1-Reverse, 5’-AACGACTGGTACCATAAGCCA-3’
CYP83B1-Forward, 5’-GAGACGCAAGCACTTTTGGG-3’
CYP83B1-Reverse, 5’-TAGGGCGGTTAGGGTCAAGA-3’
GSTF9-1-Forward, 5’-GTTCCTGCTGTTGTTGACGG-3’
GSTF9-1-Reverse, 5’-AGTGGTCGCTTCCACATCAA-3’
SOT17-1-Forward, 5’-TTCTTCGTCTGCAGCTACCC-3’
SOT17-1-Reverse, 5’-AACGCTTGGGAAAAACGGGA-3’
ABI2_1-Forward, 5’-TGCAACGGTGAATCTAGGGT-3’
ABI2_1-Reverse, 5’-CCGTTGATTTCATCTCCGGC-3’
MUTE-1-Forward, 5’-CCAGACAATCGAGCCATCCA-3’
MUTE-1-Reverse, 5’-CCCACGATTCGCCTAGAGAC-3’
TMM-1-Forward, 5’-CAGTCTTCGGGTCCTTCACC-3’
TMM-1-Reverse, 5’-TCTCGAACGGTACTGGTCCT-3’
SPCH-1-Forward, 5’-CTCCGACAGCTGCATCTACA-3’
SPCH-1-Reverse, 5’-TTCTCCGGTTACGTTCCACG-3’
FAMA-1-Forward, 5’-TTTCAAGAAGAAGGCCGGGAC-3’
FAMA-1-Reverse, 5’-CCAGGTTAGAGCTTCCAGATATGTT-3’
EPF1-1-Forward, 5’-CCAACATCCTCCCATCCAAGT-3’
EPF1-1-Reverse, 5’-CGTGTGAGCAATCTGGCAAC-3’
MPK12-1-Forward, 5’-TCTGTTGGCTGCATACTCGG-3’
MPK12-1-Reverse, 5’-CGATAGCCGTAGTGGGCATT-3’
MPK14-1-Forward, 5’-GGCATGTGAGACACGAAAACG-3’
MPK14-1-Reverse, 5’-TCGCGATGAAGGATGTTTGC-3’
bHLH93-1-Forward, 5’-TCCGATCCATCGTCCCAAAA-3’
bHLH93-1- Reverse, 5’-TCCTCGTCTCTACGATCTATTTCA-3’

### RNA sequencing and data analysis

Anthers at flower stages 9–13 from Col-0 and *ice1-2* plants were collected and immediately frozen in liquid nitrogen. Total RNA was extracted using RNAeasy Plant Mini Kit (Qiagen, Valencia, CA) according to the manufacturer’s protocol. Around 2 μg of total RNA with an A260/280 value of 1.8–2.0 was used to prepare the libraries, which were subjected to paired-end (2 x 100 bp) sequencing in the Illumina Hi-seq 2000 system (Illumina Inc.). The RNA-seq analysis was performed as previously described with modifications [121]. In brief, raw reads were cleaned up with Trim Galore (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) and mapped to the *Arabidopsis* genome (TAIR10) by TopHat2 [122], then further assembled using StringTie and Cufflinks-CuffMerge [123]. The read counts for each gene was calculated by HTSEQ v.0.6.0 [124] and the expression level was normalized as Fragments Per Kilobase of transcript per Million mapped reads (FPKM). The differential expression analysis was performed using DEGseq2 [125]. Differentially expressed genes (DEGs) were selected when Log2 Fold-Change (Log2FC) > 1 or < -1, and False Discovery Rate (FDR, Benjamini-Hochberg adjusted P-value) < 0.05. The RNA-Seq data have been uploaded to the National Center for Biotechnology Information Sequence Read Archive under accession numbers GSE107260.

### GO analysis

Gene ontology annotation and enrichment analysis was performed on agriGO, a publicly accessible analysis tool and database (http://bioinfo.cau.edu.cn/agriGO). Genes that express in guard cell or stamen were obtained by matching the annotated accessions to the annotation list under key word ID PO: 000293 (express in guard cell, http://www.arabidopsis.org/servlets/Search?type=annotation&action=search&kw_id=19990&kw=guard%20cell&scope=term) and PO:0006472; PO:0006441 (express in stamen, http://www.arabidopsis.org/servlets/Search?type=annotation&action=search&kw_id=20328&kw=stamen&scope=term).

## Supporting information

S1 Fig The female fertility of *ice1-2* and phenotype of *ice 2–1*. (A) Manual pollination on Col-0 or *ice1-2* pistils using Col-0 or *ice1-2* pollen. Arrows indicate the normal siliques generated by pollination on *ice1-2* pistils with Col-0 pollen. (B) Structures of the *ICE2* gene in the *ice2-1* mutant (SAIL_808_B10). Normal fertility was observed in *ice2-1* plants under normal growth conditions.
(TIF)

S2 Fig Characterization of the stamen in *ice1-2*. Scanning Electron Microscope (SEM) of flowers from Col-0 (A), *ice1-2* (B) and *c-ice1-2* (C) at flower stage 14. The pollen grains were released from the dehisced anther locules in Col-0 and *c-ice1-2*. The *ice1-2* pollen grains failed to be released to receptive papillae on the stigma. A, Anther; F, filament; Ov, ovary; Pg, pollen grain; S, sepal; Sg, stigma; Sy, style.
(TIF)

S3 Fig Anther developmental process in *ice1-2*. Semi-thin cross sections of anthers from Col-0 and *ice1-2* at anther stage 10-14b were stained with toluidine blue. Ep, Epidermis; En, Endothecium; T, Tapetum; StR, stomium region; St, stomium; Sm, septum; Fb, fibrous bands; C, Connective; V, Vascular bundle; Pg, pollen grains.
(TIF)

S4 Fig The endothecium lignification of anthers in *ice1-2*. (A) Transverse sectioning of anthers at anther stage 10–13 with auramine O staining. Arrows indicate the positions of endothecium lignification. (B) Fresh anthers at stage 14 with auramine O staining. Secondary thickening is visible in the endothecium (arrows indicated). (a) The anther from Col-0; (b) the anther from *ice1-2*; (c) Close-up of (a); (d) Close-up of (b); (e) Photographed by bright-field microscopy of (a); (f) Photographed by bright-field microscopy of (b). Ep, Epidermis; En, endothecium; Pg, pollen grains.
(TIF)

S5 Fig Characterization of length of the stamen and the style in *ice1-2*. (A) Phenotypes of the stamen and style in Col-0 (a), *ice1-2* (b) and *c-ice1-2* (c) at flower developmental stage 14. (B) Stamen and style lengths were measured from microscopy pictures (SE, n = 30–39 styles and 119–146 stamens, *** *p* < 0.001). (C) Ratio of filament/pistil according to length data shown in (B) (SE, n = 119–146, *** *p* < 0.001).
(TIF)

S6 Fig ICE1 promoter-driven GUS expression pattern in flower tissues. (A) Inflorescence. (B) Flower at flower stage 10. (C) Flower at stage 12. (D) Flower at stage 14. (E) Flower at stage 15. (F) Sepal at stage 14. (G) Pistil at stage 14. (H) Adaxial side of the anther at flower stage 12. (I) Filament at stage 14. (J) Pedicel at stage 14. (K) Petal at stage 14. (L) Silique.
(TIF)

S7 Fig Stomatal development of *ice1-2* in leaves. (A) Scanning electron micrographs of stomata from abaxial leaf surface. (a) Mature stomata in Col-0. Yellow brackets show stomatal cluster (b), paired differentiated guard cells (c), and immature stomata (d) in *ice1-2*. The differentiated guard cells in Col-0 (e) and *ice1-2* (f) are also shown. (B) Comparison of proportions of different stomatal types in leaves between Col-0 and *ice1-2*.
(TIF)

S8 Fig The qRT-PCR verification of RNA-seq data. Six genes were selected for comparison of RNA-seq and qRT-PCR results. For RNA-seq data, ** FDR < 0.01, *** FDR < 0.001. For data of qRT-PCR, SE, n = 3, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Three independent experiments were carried out with similar results.
(TIF)

S9 Fig Electrophoretic mobility shift assay (EMSA) showing interaction of ICE1 with nine E-box elements in 2.5 kb upstream from transcription start site of *FAMA*. (A) Probe sequences containing nine E-box elements are listed. P6 contains two E-boxes. (B) Binding results of ICE1 to eight probes. P3, P4 and P7 showed binding activity. P3 and P4 exhibited competition by cold probes while P7 did not show competition. (C) P7 did not show competition by cold probes with high concentration.
(TIF)

S1 Table Full list of genes that were differentially expressed with statistical significance (FDR < 0.05) by at least 2-fold in comparison of *ice1-2* vs Col-0 in the anther at flower stage 9–13. Genes expressed in the guard cell and the stamen are labeled.
(XLSX)

S2 Table Down-regulated genes that are enriched in GO annotations.

S3 Table Up-regulated genes that are enriched in GO annotations.

# Supplementary material for: INDUCER OF CBF EXPRESSION 1 is a male fertility regulator impacting anther dehydration in Arabidopsis
**Source:** PLoS Genet. 2018 Oct 4;14(10):e1007695. doi: 10.1371/journal.pgen.1007695
**Supplement:** S2 Table

**S2 Table. Down-regulated genes that enriched in GO annotations**

# Supplementary material for: INDUCER OF CBF EXPRESSION 1 is a male fertility regulator impacting anther dehydration in Arabidopsis
**Source:** PLoS Genet. 2018 Oct 4;14(10):e1007695. doi: 10.1371/journal.pgen.1007695
**Supplement:** S3 Table

**S3 Table. Up-regulated genes that enriched in GO annotations**

| **Accession** | **Gene Name** | **Function** | **Log2FC** | **Expression** |
| --- | --- | --- | --- | --- |
| **JA biosynthesis gene (6)** | | | | |
| AT3G45140 | LOX2 | lipoxygenase 2  JA biosynthesis | 1.24 | Flower |
| AT1G17420 | LOX3 | lipoxygenase 3  anther dehiscent and pollen viability | 1.02 | Flower |
| AT5G42650 | AOS/DDE2 | allene oxide synthase  anther and pollen development | 1.43 | Anther and mature pollen |
| AT3G25780 | AOC3 | allene oxide cyclase 3  JA biosynthesis | 1.14 | Stamen |
| AT2G06050 | OPR3/DDE1 | 12-oxophytodienoate reductase 3  anther dehiscent | 1.54 | Anther |
| AT1G19640 | JMT | jasmonic acid carboxyl methyltransferase  drought responses | 1.14 | Flower and mature pollen |
| **JA responsive gene (14)** | | | | |
| AT3G16470 | JR1/JAC1 | JA-responsive gene  flowering time | 1.27 | - |
| AT3G45140 | LOX2 | lipoxygenase 2  JA biosynthesis | 1.24 | Flower |
| AT5G42650 | AOS/DDE2 | allene oxide synthase  anther and pollen development | 1.43 | Anther and mature pollen |
| AT1G19640 | JMT | jasmonic acid carboxyl methyltransferase  drought responses | 1.14 | Flower and mature pollen |
| AT4G23600 | JR2/COR13 | JA-responsive gene  JA signling | 2.62 | Flower |
| AT3G23250 | MYB15 | MYB family transcription factor  drought responses/lignin biosynthesis | 2.19 | Guard cell of leaf |
| AT1G74430 | MYB95 | MYB family transcription factor  Stamen development | 1.02 | Flower |
| AT5G47220 | ERF2 | AP2 family transcription factor  drought responses | 1.80 | - |
| AT3G52400 | SYP122 | syntaxin protein  pollen tube growth | 1.58 | Mature pollen |
| AT1G28480 | GRX480/ROXY19 | glutaredoxin family  detoxification pathway | 1.29 | - |
| AT5G46050 | PTR3/NRF5.2 | Peptide transporter 3  / | 1.24 | - |
| AT1G49010 | MYBS1 | myb family transcription factor  sugar signaling | 1.19 | Flower |
| AT1G54040 | ESP | epithiospecifier protein  breakdown of glucosinolates | 1.14 | Epidermal cells of sepal |
| AT5G13930 | CHS/TT4 | chalcone synthase  flavonoid biosynthesis | 1.89 | Anther and guard cell of leaf |
| **Flavonoid pathway (8)** | | | | |
| AT5G42800 | DFR/TT3 | dihydrokaempferol 4-reductase  flavonoid biosynthesis | 2.36 | - |
| AT5G13930 | CHS/TT4 | chalcone synthase  flavonoid biosynthesis | 1.89 | Anther and guard cell of leave |
| AT5G05270 | CHIL/TT5 | chalcone-flavanone isomerase  flavonoid biosynthesis | 1.84 | - |
| AT3G51240 | F3H/TT6 | flavanone 3-hydroxylase  flavonoid biosynthesis | 2.07 | Flower |
| AT5G07990 | F3’H/TT7 | flavonoid 3-hydroxylase like  flavonoid biosynthesis | 1.01 | - |
| AT5G63580 | FLS2 | flavonol synthase  flavonoid biosynthesis | 1.82 | Flower |
| AT1G06000 | UGT89C1 | flavonol-7-O-rhamnosyltransferase  flavonoid biosynthesis | 2.02 | - |
| AT1G30530 | UGT78D1 | flavonol 3-O-rhamnosyltransferase  flavonoid biosynthesis | 1.22 | - |

How the deposited data were processed for this re-analysis (not part of the article)

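Anthers of Arabidopsis Col-0 and of the T-DNA mutant *ice1-2* were sequenced as RNA in 3 libraries per genotype, 6 in all, labelled A, B and C. The FPKM values were made by the authors and used as deposited: the paper states that reads were trimmed with Trim Galore, mapped to TAIR10 with TopHat2, assembled with StringTie and Cufflinks-CuffMerge, counted with HTSEQ and normalized as FPKM. Whether reads were counted by strand is not given in the sources used here. Read counts were not used here, so the test planned for counts was replaced by the test planned for FPKM alone, and FPKM took the place of counts wherever levels were planned to be given.
Genes with an FPKM of at least 1 in at least 3 libraries were kept, 18858 of the 27825 genes above 0 in any library. Their log2(FPKM + 0.5) was fitted with limma 3.58.1 in R 4.3.3 with a trend on the mean and genotype as the only term. P values were adjusted by the Benjamini-Hochberg method (BH). A gene was called at a log2 fold change over 1 in either direction and a BH-adjusted p under 0.05. Tables and tests outside limma used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9.
Gene names, coordinates and sequence came from TAIR10.1, whereas the paper names TAIR10, whose coordinates were not used here. The deposited values hold no coordinates, and 285 of their gene identifiers have no entry in that reference. Genes named in the text were chosen by a rule: *ICE1* and *SCRM2*; each gene that the paper names from its RNA-seq; in each gene list up to 4 members per direction with the largest change among those that passed; and the 10 genes in each direction with the largest change. The S1, S2 and S3 Tables, which hold changed genes of these libraries, had been read when the rule and all the lists were written.
In all, 35 gene lists were used, of which 9 come from the study and the others from textbook knowledge of stomatal, anther, hormone, transport and stress genes. None of the lists is independent of those tables. The members *A6* and *HTR10* were left out because identifier and name did not match. Members that passed were counted at a BH-adjusted p under 0.05, over all genes and over the list alone, and 28 lists with at least 5 measured members were tested with camera, with a preset correlation of 0.01 and with an estimated correlation, and with fry, which asks whether a list changed at all and not whether it changed more than other genes. Each p given for camera, with either correlation, and for fry is BH-adjusted over these 28 lists. Labels and the region around *ICE1* were tested with Fisher's exact test.
Depth was estimated from the steps between low FPKM values, since library sizes are not given in the sources used here. The procedure was tested on simulated data of 18858 genes with 200 changed genes. It called 36 of 67 genes (53.7%) with a true log2 change of 1.5, 53 of 67 (79.1%) with 2 and 63 of 66 (95.5%) with 3, with 13 false calls, and 0 calls when no gene was changed. The simulated noise was independent between genes, and each gene had the same spread in every library. The real libraries differ in depth, and their calls depend on single libraries, so these rates may not hold for them.
The alternatives tried were other pseudocounts (0.1 and 1), no filter, each library left out in turn, the replicate letter as a term, no limit on the fold, and, added later, median-ratio scaling, ribosomal RNA left out, library quality weights and combinations of these.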

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

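The tests of linked DNA and of overlapping reads were chosen after the values of these genes were seen, and the test of neighboring genes before.
*TCP9*, AT1G20070 and *AFR* are genes outside those the paper discusses that were listed at 0 in every library of 1 genotype and were above 1 FPKM in every library of the other. *TCP9* (AT2G45680), a TCP transcription factor, had an FPKM of 0, 0 and 0 in Col-0 A, B and C and 8.38, 5.89 and 5.72 in *ice1-2* A, B and C, with a fitted log2 fold change of 3.82 (BH-adjusted p = 0.00113 from limma). AT1G20070 had an FPKM of 9.01, 6.58 and 10.0 in Col-0 A, B and C and 0, 0 and 0 in *ice1-2* A, B and C, with a fitted change of -4.16 (BH-adjusted p = 0.00101 from limma). *AFR* (AT2G24540), an F-box protein of phytochrome A signaling, had an FPKM of 4.16, 1.77 and 1.54 in Col-0 A, B and C and 0, 0 and 0 in *ice1-2* A, B and C, with a fitted change of -2.48 (BH-adjusted p = 0.0268 from limma). These fitted changes depend on the pseudocount and bound no fold.
*AFR* was not called without *ice1-2* B or C (BH-adjusted p = 0.0726 and 0.075 from limma) and failed the filter without a Col-0 library, as AT1G20070 did, while *TCP9* failed it without a library labelled *ice1-2*.
Against DNA linked to the insertion in *ICE1* on chromosome 3, 0 of the 3 genes lie on that chromosome. Against a deletion or rearrangement that covers neighboring genes, 0 of 17 tested genes within 10 kb changed by over 1 on the log2 scale in the same direction as *TCP9*, AT1G20070 or *AFR*, while AT1G05523, which overlaps AT1G20070 on the opposite strand, rose by 4.03 (BH-adjusted p = 0.0261 from limma) where AT1G20070 fell. Reads of overlapping genes given to 1 gene of a pair stay open as a candidate explanation: 3 of the 3 genes are covered over at least 90% of their length by a gene on the opposite strand, as are 1.75% of tested genes and 11 called genes, and the opposite changes of AT1G20070 and AT1G05523 are what such an assignment would give, but the opposite-strand genes of *TCP9* (-0.21) and *AFR* (0.045) did not change in return (BH-adjusted p = 0.658 and 0.95 from limma), and the summed FPKM of each pair also lay apart between the genotypes. A variant at each gene in 1 of the 2 plant lines was not tested, and no biological explanation was tested.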

How the results depend on the processing

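Median-ratio scaling, library quality weights, leaving out ribosomal RNA, no filter with another pseudocount, and the replicate block with scaling were chosen after the data were seen.
The counts of calls depended on the processing and the cause was not tested except where fewer libraries or more genes enter a fit. Without 1 library the calls ranged from 15 to 628, the higher genes from 11 to 547 and the lower from 0 to 81, and the odds ratio of the labels from 4.5 to 18.6. Lower genes of the S2 lists ranged from 0 to 5 (hydrolases), 0 to 2 (ion transporters), 0 to 1 (water deprivation) and 0 to 1 (auxin), and higher genes of the S3 lists from 0 to 5 (jasmonate biosynthesis), 0 to 9 (jasmonate-responsive) and 0 to 6 (flavonoid). The odds ratio of called genes within 2 Mb of *ICE1* ranged from 0 to 0.728, and the log2 fold change of *ICE1* from 0.24 to 0.60. *NHX2* ranged from -0.055 to 0.10 and turned negative without Col-0 B (-0.031) and *ice1-2* C (-0.055).
With no filter on low FPKM 28 genes were called (24 higher, 4 lower), and no filter and pseudocount 0.1 gave 31 (25 higher, 6 lower); limma found 0 genes in each of the 7 S2 and S3 lists under both, with 4954 and 4890 of all genes at an unadjusted p under 0.05. With pseudocount 0.1 the water deprivation list held 1 lower gene and the auxin list 0, though all 7 auxin genes had an unadjusted p under 0.05 with pseudocount 0.5, and with pseudocount 1 the hydrolase list held 5. Library quality weights gave 803 differentially expressed genes (663 up-regulated genes, 140 down-regulated genes), 16 hydrolase, 4 ion transporter, 3 auxin, 11 jasmonate-responsive and 7 flavonoid genes, and an NHX2 log2 fold change of -0.053. Median-ratio scaling gave 162 calls (128 higher), 2 auxin, 2 jasmonate biosynthesis and 1 jasmonate-responsive genes, and *NHX2* at -0.14.
The replicate letters are shared between the genotypes without a stated pairing, and only the C libraries correlated best with their own letter. With a replicate block limma called 35 genes (31 higher, 4 lower), 1 water deprivation gene and 0 in the other 6 S2 and S3 lists. With the replicate block and median-ratio scaling 0 differentially expressed genes were found, 0 higher and 0 lower, with 0 in each of these lists, while 4574 genes had an unadjusted p under 0.05, and *NHX2* was at -0.14.
When adjusted over the list alone, 23 hydrolase, 8 ion transporter, 4 water deprivation, 7 auxin, 12 jasmonate-responsive and 7 flavonoid genes passed. Camera with an estimated correlation gave BH-adjusted p = 0.0567 for hydrolases and ion transporters, 0.0819 for auxin and jasmonate biosynthesis, 0.102 for jasmonate-responsive and 0.146 for flavonoid genes, while fry gave 0.00716, 0.00426, 0.0166, 0.00716, 0.00858 and 0.0157 for hydrolases, ion transporters, auxin, jasmonate biosynthesis, jasmonate-responsive and flavonoid genes. In 1000 bp upstream, 5 E-boxes were counted for *FAMA* and 5 for *EPF1*.
Across alternatives, 98 values of the main results were kept, 117 moved by over 1.5 times and 7 no longer passed. Of the further values of single genes and lists, 1415 were kept, 376 no longer passed, 9 newly passed, 207 moved and 5 reversed. The pseudocounts of 0.1 and 1 left the total at 275 and 354, and leaving out ribosomal RNA at 387. For 6 settings no value could be had. Tests on counts, including other count tools, size factors, upper-quartile scaling, library totals and filters on counts, were not run because the values are FPKM. Genes with low FPKM are limited by depth: *ice1-2* A had 9591 genes at 0 and the coarsest steps, and so the lowest depth by that rough estimate.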

Differences from the paper's values

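Library quality weights, median-ratio scaling, and no filter with pseudocount 0.1 were chosen after seeing the values.
The paper calls 1165 genes, 732 up-regulated and 433 down-regulated, at the same limits on the fold and the adjusted p, and 335, 291 and 44 were called here. The tests differ: the paper names DEGseq2, whereas limma on log2(FPKM + 0.5) was used here after a filter on FPKM. The gap in counts is therefore not between like methods. Of the alternatives set before the data were examined, only leaving out Col-0 A brought the up-regulated genes (547) within 1.5 times the paper's count; none did for the total or the down-regulated genes. Library quality weights, chosen after seeing the values, gave 803 differentially expressed genes and 663 up-regulated genes, and shared 553 of the paper's 1165. Of those 1165 genes, 856 were tested here, all with the same sign, 647 over 1 on the log2 scale in the paper's direction and 844 with an unadjusted p under 0.05 from limma, and 309 failed the filter. The study chose the 1165 genes on these samples, so the shared signs and low unadjusted p are not independent evidence.
Fold changes here are on log2(FPKM + 0.5), which understates the change of low genes, and for 15 genes the paper's supplement gives values larger by more than the standard error. For *TMM* 1.75 (the paper) against 1.12, *SPCH* 2.52 (the paper) against 0.56, *MUTE* 2.96 (the paper) against 0.99, *FAMA* -3.93 (the paper) against -1.31, *EPF1* -3.33 (the paper) against -0.90, *ACA12* -1.17 (the paper) against -0.61, *RAB18* -5.88 (the paper) against -2.56 and *SOT17* 1.56 (the paper) against 0.95, the alternatives set before the data were examined that keep the filter gave no value, and the fit without the filter did not come within the standard error. With each library left out in turn from that fit, only *SOT17* without *ice1-2* A did (SOT17 log2 fold change without a filter 1.29, against the standard error on 6 libraries). No filter with pseudocount 0.1, chosen after seeing the values, did for *TMM* (1.69), *ACA12* (-0.90) and *SOT17* (1.5), but its 31 differentially expressed genes hold only 29 of the paper's 1165. The same setting moved *SPCH* to 1.57, *MUTE* to 2.28, *FAMA* to -2.50, *EPF1* to -2.27 and *RAB18* to -4.41, closer to the paper's values, so these folds depend on the pseudocount. The mean FPKM of *SPCH*, the only 1 of these 5 genes above 0 in every library, differed 10.7-fold.
For *MPK12* -1.43 (the paper) against -0.98, pseudocount 0.1 and leaving out Col-0 A or *ice1-2* C came within it; for *MPK14* -1.34 (the paper) against -0.78, *LTI30* -4.14 (the paper) against -3.06 and *IAA32* -1.95 (the paper) against -1.15, pseudocount 0.1; for *TGG3* -1.35 (the paper) against -0.94, pseudocount 0.1 and leaving out Col-0 C, *ice1-2* B or *ice1-2* C; for *BT2* -1.50 (the paper) against -1.19, pseudocount 0.1 and leaving out Col-0 B, *ice1-2* A or *ice1-2* B; and for *CBF3* -1.15 (the paper) against -0.88, leaving out Col-0 A. The other alternatives set before the data were examined did not where they gave a value, and *MPK14* and *LTI30* have none without a Col-0 library. Of those chosen after seeing the values, no filter with pseudocount 0.1 did for *MPK12* (-1.23), *MPK14* (-1.07), *LTI30* (-3.87), *IAA32* (-1.62), *TGG3* (-1.12) and *BT2* (-1.29), and median-ratio scaling, whose 162 differentially expressed genes hold 159 of the paper's, for *TGG3* (-1.08), *BT2* (-1.35) and *CBF3* (-1.04).
Among genes that the paper calls and that were not called here, *GH3.6* passed without Col-0 A (log2 fold change -1.85, BH-adjusted p = 0.0213 from limma), *STP1* without Col-0 A (-2.10, 0.0192) and *bHLH93* without *ice1-2* A (1.73, 0.0448). With library quality weights, chosen after seeing the values, *GH3.6* (-1.72, 0.0234), *bHLH93* (1.37, 0.0227), *STP4* (-1.01, 0.042) and *TGG2* (-1.04, 0.0337) passed, and with median-ratio scaling *SAUR41* (-1.03, 0.0461) and, by the CBF3 log2 fold change, *CBF3* (-1.04, 0.0411). With library quality weights *SAUR41* had -0.845 (BH-adjusted p = 0.0392 from limma), short of the limit on the fold. The other genes of the stomatal, transporter, dehydrin and auxin passages that are not called here were called under none of the settings that gave them a value.
The paper places 8 stomatal genes among those with the guard cell and the stamen label, and in its S1 Table *TMM*, *SPCH*, *MUTE*, *EPF1* and *MPK14* lack the stamen label. The paper gives 9 E-boxes in 2.5 kb from the transcription start site of *FAMA* and none in the *EPF1* promoter. Here 11 and 8 CANNTG sites lie in 2.5 kb upstream of the transcription start sites in TAIR10.1. In 2000 bp upstream of the same transcription start sites there are 9 for *FAMA* and 7 for *EPF1*. Counted over 2.5 kb from the start codons, which is not how the paper describes its *FAMA* count, there are 9 for *FAMA* and 10 for *EPF1*. The text of the paper places several genes of glucosinolate synthesis, not named there, among those that *ICE1* regulates positively. Its S1 Table has *CYP83B1* (1.92), *GSTF9* (1.45) and *SOT17* (1.56) higher in *ice1-2*, the direction found here. For these 3 genes the table goes against that statement, which may rest on others. Here 3 of 11 measured genes were higher in the libraries labelled *ice1-2* and 0 were lower with limma, where 10 were higher at an unadjusted p under 0.05. By qRT-PCR the paper finds little *ICE1* transcript in *ice1-2* inflorescences, while its FPKM was not lower in these libraries.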

Other observations

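The tests of other splits, of scaling, of ribosomal RNA, of annotation terms and of the labels by breadth of expression were chosen after the results were seen.
Photosynthesis was the annotation term with the lowest p from Fisher's exact test among genes called higher in the libraries labelled *ice1-2*. Chosen after their values were seen, *CRB* (AT1G09340), a chloroplast RNA-binding protein, *FNR2* (AT1G20020), a ferredoxin-NADP reductase, and *NdhM* (AT4G37925), a subunit of the chloroplast NADH dehydrogenase-like complex, rose with log2 fold changes (BH-adjusted p from limma) of *CRB* 1.81 (0.00917), *FNR2* 1.82 (0.00781) and *NdhM* 2.17 (0.00861). Among tested genes with a term, photosynthesis held 13 higher genes of 63 (Fisher's exact test, BH-adjusted p = 6.7e-08 over 840 terms), electron transport in photosystem I 7 of 15 (1.5e-06), nucleosome assembly 7 of 51 (0.00823), glycine dehydrogenase activity 3 of 5 (0.00823) and defense response to bacterium 8 of 77 (0.0111). Fisher's exact test takes genes as independent, and these terms rest on the 291 higher calls, against 16, 22, 19 and 11 higher calls without Col-0 B, Col-0 C, *ice1-2* B and *ice1-2* C. The list of photosynthesis markers gave p = 0.108 with an estimated correlation (camera, BH-adjusted) and held 0 higher genes after median-ratio scaling and with no filter on low FPKM.
Of 16 measured genes of the carbon starvation response, *BT2* fell and 15 did not pass, with a median log2 fold change of -0.70 (-0.87 after median-ratio scaling) (camera, BH-adjusted p = 1.69e-09, and p = 0.146 with an estimated correlation; fry, p = 0.0824), and 1 was higher and 9 were lower when adjusted over the list alone. *MCCA* had -1.37, *DRM1* -1.36 and *DIN1* -1.33, and none of these passed. After median-ratio scaling 1 gene of the list was lower and with no filter on low FPKM 0. Without Col-0 A 3 genes of the list were lower and without any other library 0. Of 8 measured immune genes none passed with limma, 4 were higher at an unadjusted p under 0.05 and when adjusted over the list alone, and the median was 0.67 (0.53 after median-ratio scaling) (camera, BH-adjusted p = 0.00679, and p = 0.145 with an estimated correlation; fry, p = 0.0105); without Col-0 A 1 was higher. Of 13 clock genes none passed with limma, 3 were lower at an unadjusted p under 0.05, and the median was -0.39 (-0.56 after median-ratio scaling) (camera, BH-adjusted p = 0.00682, and p = 0.186 with an estimated correlation; fry, p = 0.259).
Markers of anther cell types gave no call with limma. The median of 11 tapetum markers was 0.70 (0.61 after median-ratio scaling) (camera, BH-adjusted p = 0.766, and p = 0.924 with an estimated correlation; fry, p = 0.68; 0 at an unadjusted p under 0.05, and 2 higher without Col-0 A), and that of 7 pollen coat genes 0.16 (-0.018 after median-ratio scaling), which turns with scaling (camera, BH-adjusted p = 0.535, and p = 0.824 with an estimated correlation; fry, p = 0.927; 0 at an unadjusted p under 0.05, and 1 higher without Col-0 A). For 9 genes of the endothecium wall it was 0.40 (0.23 after median-ratio scaling) (camera, BH-adjusted p = 0.0392, and p = 0.524 with an estimated correlation; fry, p = 0.208; 4 higher at an unadjusted p under 0.05). For 3 enzymes of septum and stomium opening it was -0.10 (-0.23 after median-ratio scaling) (0 at an unadjusted p under 0.05), and for 3 meiosis genes 0.27 (0.13 after median-ratio scaling) (1 lower). The sepal and petal marker *AP1* had 1.24, did not pass (BH-adjusted p = 0.107 from limma) and passed without Col-0 A.
*COI1* (AT2G39940), the jasmonate receptor, had an FPKM of 7.49 ± 1.42 (SD, n = 3) in Col-0 and 9.01 ± 1.65 (SD, n = 3) in the libraries labelled *ice1-2* (log2 fold change 0.25, standard error 0.21, BH-adjusted p = 0.525 from limma), with a log2 fold change of 0.096 without Col-0 B and 0.12 without *ice1-2* C. *NHX1* (AT5G27150), a vacuolar sodium/proton exchanger, had 31.2 ± 1.95 in Col-0 and 25.4 ± 2.67 in the libraries labelled *ice1-2* (log2 fold change -0.29, standard error 0.17, BH-adjusted p = 0.346 from limma), and *NHX2* (AT3G05030) had 15.5 ± 1.47 in Col-0 and 15.8 ± 1.82 in the libraries labelled *ice1-2* (log2 fold change 0.028, standard error 0.17, BH-adjusted p = 0.942 from limma); the sign of *NHX2* turns with median-ratio scaling. Within 2 Mb of *ICE1*, 6 of 531 tested genes were called, against 328 of 18234 elsewhere (odds ratio 0.624, Fisher's exact test, p = 0.317). *FAMA* lies 1114456 bp from *ICE1*. Of the E-boxes upstream of *FAMA*, CATTTG from -649 to -644 and CAATTG from -600 to -595 lie in the paper's probes P4 and P3. Over the study's own 1165 genes, the guard cell and stamen labels went together (odds ratio 13.8, Fisher's exact test, p = 6.57e-76). Split by the number of plant structures in the reference annotation, this odds ratio ranged from 1.49 to 93.
The split by genotype called 335 genes and the highest of the other splits 5. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05, and 1 split, the real one, called as many.
Most calls were higher in the libraries labelled *ice1-2*, 86.9% of 335. The tables argue against a scaling difference or ribosomal RNA as the whole cause: the share was 79.0% after median-ratio scaling and 87.3% without ribosomal RNA. What stays open includes a difference in the state of the plants, which was not tested, and no biological explanation was tested.
The higher level of the jasmonate, flavonoid and stress genes that passed could come from younger anthers, from other floral organs or from wounding during dissection, and these cannot be told apart here. For younger anthers, mature pollen markers had a median of -0.45 and tapetum markers 0.70, short of the bound set for the former, while -0.62 and 0.61 after median-ratio scaling, chosen after the data were seen, meet both bounds, though neither set passed with an estimated correlation or with fry. Carpel and ovule markers had a median of 0.44 over 3 genes (0.843 over 4 with *AP1*), and the rapid wound and touch genes p = 0.266 with an estimated correlation (camera, BH-adjusted), values that met neither the bound for nor the bound against. None of the 3 is excluded. No biological explanation was tested.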
